# Insulin Receptor Substrate Adaptor Proteins Mediate Prognostic Gene Expression Profiles in Breast Cancer

**DOI:** 10.1371/journal.pone.0150564

**Published:** 2016-03-18

**Authors:** Marc A. Becker, Yasir H. Ibrahim, Annabell S. Oh, Dedra H. Fagan, Sara A. Byron, Aaron L. Sarver, Adrian V. Lee, Leslie M. Shaw, Cheng Fan, Charles M. Perou, Douglas Yee

## Abstract

Therapies targeting the type I insulin-like growth factor receptor (IGF-1R) have not been developed with predictive biomarkers to identify tumors with receptor activation. We have previously shown that the insulin receptor substrate (IRS) adaptor proteins are necessary for linking IGF1R to downstream signaling pathways and the malignant phenotype in breast cancer cells. The purpose of this study was to identify gene expression profiles downstream of IGF1R and its two adaptor proteins. IRS-null breast cancer cells (T47D-YA) were engineered to express IRS-1 or IRS-2 alone and their ability to mediate IGF ligand-induced proliferation, motility, and gene expression determined. Global gene expression signatures reflecting IRS adaptor specific and primary vs. secondary ligand response were derived (Early IRS-1, Late IRS-1, Early IRS-2 and Late IRS-2) and functional pathway analysis examined. IRS isoforms mediated distinct gene expression profiles, functional pathways, and breast cancer subtype association. For example, IRS-1/2-induced TGFb2 expression and blockade of TGFb2 abrogated IGF-induced cell migration. In addition, the prognostic value of IRS proteins was significant in the luminal B breast tumor subtype. Univariate and multivariate analyses confirmed that IRS adaptor signatures correlated with poor outcome as measured by recurrence-free and overall survival. Thus, IRS adaptor protein expression is required for IGF ligand responses in breast cancer cells. IRS-specific gene signatures represent accurate surrogates of IGF activity and could predict response to anti-IGF therapy in breast cancer.

## Introduction

The insulin-like growth factor (IGF) pathway mediates cancer cell proliferation, survival, and metastasis. These ligands interact with the type 1 IGF receptor (IGF-1R) and a number of monoclonal antibodies and tyrosine kinase inhibitors have been developed and tested in clinical trials. Although clinical benefit has been demonstrated in some cancers [1, 2], a lack of predictive biomarkers has hampered the ability to identify IGF-sensitive tumors. IGF-1R levels have not consistently correlated with clinical benefit in trials evaluating IGF-1R inhibitors [3]. In contrast, circulating levels of IGF-I and IGF-II are associated with benefit from IGF-1R inhibitors in the treatment of pancreatic cancer [4]. Since IGF-1R is dependent on ligand binding for activation [5], it is highly likely that biomarkers associated with receptor activation, and not simply receptor expression, will be required to identify tumors sensitive to inhibition of this pathway.

Insulin receptor substrate (IRS) proteins play a critical and differential role in mediating receptor tyrosine kinase activity in breast cancer cells [6]. IGF-induced activation of IGF-1R results in IRS-1 phosphorylation, cell proliferation, and activation of downstream signaling molecules including PI3K and MAPK [7]. Conversely, IRS-2 stimulates adhesion and motility predominantly through activation of PI3K [8]. More importantly, IRS proteins have a general role in enhancing tumor cell growth, survival, and invasion [9]. The objective of this study was to delineate isoform-specific (IRS-1 vs. IRS-2) global gene expression patterns.

Herein, we demonstrate that IRS adaptor proteins are required for IGF-ligand induced biology and gene transcription. Target gene validation confirmed that both distinct and overlapping patterns of IRS-regulated gene expression are evident in response to IGF pathway activation. The Late IRS-1 gene signature reported the highest significance in terms of functional pathway analysis and gene set enrichment in molecular breast tumor subtypes. A high correlation to the Late IRS-1 gene signature was a marker of poor prognosis independent of nodal and/or hormone receptor status. IRS gene enrichment in luminal B breast tumors was an independent predictor of both recurrence-free and overall survival. As a result, IRS adaptor signatures may distinguish patients that would benefit from anti-IGF targeted therapeutics.

## Materials and Methods

### Cell Culture and Reagents

T47D-YA, and T47D-YA/IRS-1/2 cells were generated and described previously [10]. These were provided as a gift from Dr. Kathryn. Horwitz (University of Colorado School of Medicine) and were derived from the original parental T47D cell line [11]. Cells from animals with gene deletion of IRS gene deletion [12, 13] and neuroblastoma cells with IRS overexpression [14] were previously described. Gene deleted cells were obtained from the mouse models. Neuroblastoma SH-EP cells were a gift from Dr. Eva Feldman (University of Michigan Medical School). Other cell lines were purchased from ATCC. Briefly, cell lines were maintained in MEM (Invitrogen), 5% fetal bovine serum, penicillin/streptomycin, 1X non-essential amino acids (Invitrogen), 6ng/L insulin (Humulin; Eli-Lily) and 50 μg/ml G418. 100 μg/ml hygromycin B was added to IRS-1/2 cell culture media to maintain stable IRS-1/2 expression. Starvation and IGF-I (5 nM) experiments were performed in serum-free media (SFM) (phenol red free IMEM, 10 mM HEPES, pH 7.4, 1X trace elements, and 2 μg/ml transferrin) with or without 2 μg/ml fibronectin (FN). Transforming growth factor beta (TGFβ) neutralizing antibodies were purchased from R&D Biosystems (Minneapolis, MN), AF-101-NA and AF-112-NA were used to neutralize TGFβ1 and TGFβ2 respectively.

### Immunoblotting

Immunoblotting was performed as previously described [8]. Smad2 serine 465/467 phosphorylation was detected using antibody clone 138D4 (Cell Signaling).

### Monolayer proliferation

Cells were plated in 24-well plates at a density of 10,000 cells per well, allowed to equilibrate overnight and starved in SFM media for 24 hours prior to treatment with IGF-I. After 3 days of treatment, growth was assessed via the 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide assay as described previously (176). 60 μL of 5 mg/mL 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide solution in SFM was added to each well. After incubation for 4 h at 37°C, wells were aspirated and formazan crystals were lysed with 500 μL of solubilization solution (95% DMSO + 5% IMEM). Absorbance was measured with a plate reader at 570 nm using a 650 nm differential filter to assess growth.

### Scratch wound assay

Cells were plated in an 8-well scratch-wound plate at a density of 1x10^4^ cells, allowed to equilibrate overnight, starved in SFM overnight and a scratch induced manually employing a P10 pipette tip. The media was supplemented with or without IGF-I and monitored for 24 by light microscopy and concurrent image acquisition. Values represent mean area cleared in IGF treated groups vs. control SFM groups.

### Boyden chamber assay

Cells were examined by Boyden chamber assay as previously described [8]. 0.4 ml SFM with or without IGF (5nM) was placed in the bottom wells of the chamber. A polycarbonate polyvinylpyrrolidone free filter (12μm pore size) was placed above this. Cells were detached in PBS-EDTA and then were resuspended in SFM. 0.3 ml cell suspension (5x105 cells/ml) was added to the top well chamber above the filter. To inhibit transforming growth factor beta (TGFβ) species, antibodies were incubated at neutralizing dose concentrations (0.6μg/ml anti-TGFβ1; 0.3μg/ml anti-TGFβ2) with the cells 30 minutes prior to placing in the chamber. The chamber was then incubated for 6 hours at 37°C. At the end of the incubation, cells remaining on the topside of the filter were scraped off with cotton swabs. The filter was then removed from the chamber and the cells that had migrated to the underside of the filter were fixed and stained in HEMA3. The filter was mounted on a glass microscope slide and cells were counted in 10 different areas with the aid of a light microscope.

### Microarray RNA isolation and analysis

Cells were plated at a density of 3x10^6^ in 150 mm dishes, allowed to equilibrate overnight, and the media replaced by SFM alone for 24 h prior to stimulation. At time = 0 cells were treated with SFM+FN alone or with IGF-I. Total RNA was collected using RNeasy mini kit (Qiagen) or PerfectPure RNA tissue kit (5Prime) at 4 h and 24 h. RNA quantity was determined by 260:280 assay and quality using the Agilent Bioanalyzer 2100 to ensure banding conservation. Isolated RNA samples were then submitted to the Biomedical Genomics Center—Microarray Facility University of Minnesota for biotin labeling, synthesis and hybridization to the Affymetrix U1330 Plus 2.0 arrays. Signatures are available through the GEO database (GSE78916).

### qPCR

Cells were plated at a density of 1x10^6^ in 100mm diameter dishes, allowed to equilibrate and incubated overnight in SFM. Cellular RNA was isolated using the 5 Prime PerfectPure RNA tissue kit according to the manufacturer (Fisher Scientific). For quality control and to determine nucleic acid concentration, a 260/280 assay was performed on a spectrophotometer. Forward and reverse primers were designed to target the following transcripts: *CCND1*, *GBP1*, *TGFβ2*, *TNFSRF12A*, *MYBL2*, *SLC7A11*, *ADM*, *CDKN2B and RPLP0*. A total of 2ug of RNA was reverse transcribed using the Quantitect Reverse Transcriptase Kit and qPCR was performed using the Quantifast SYBR Green Kit according to the manufacturer’s recommended protocol (Qiagen) on an Eppendorf Mastercycler Realplex^4^ machine. The relative concentration of mRNA was calculated using Ct values that were derived from a standard curve and normalized to *RPLP0* as an internal control.

### Statistical analysis

All arrays were normalized using GC-RMA process embedded in GeneData refiner and further normalized to corresponding untreated states to isolate IGF response independently of basal differences between each of the cell lines. Student’s t tests were performed between groups using GeneData expressionist with P-values < 0.05 (Bonferroni Correction in select cases) and a minimum average fold change of 1.5 was employed. Hierarchical clustering was carried out on log2-transformed data generated using Gene Cluster 3.0. Data was visualized and images generated using Java TreeView. Molecular subtype classification and Kaplan-Meier analysis was performed as previously described (15, 16). IRS expression profiles are submitted in the Gene Expression Omnibus.

## Results

### IRS adaptor protein isoforms define tumor cell biology and regulate specific global gene expression profiles

The T47D-YA breast cancer variant cell line does not express IRS adaptor proteins or respond to IGF ligands, yet they retain functional IGF-1R [11]. These cells were employed as an isogenic model to determine the role of IRS isoforms on gene expression in breast cancer. Proliferation and motility was assessed in response to IGF-I ligand in IRS-null T47D-YA cells [10] and cells expressing either human IRS-1 or IRS-2 (Fig 1A & 1B). IGF-I stimulated proliferation in IRS-1 cells and motility in IRS-2 cells. Cells lacking IRS proteins did not respond to IGF-I highlighting the importance of adaptor protein expression in regulating IGF-mediated biology (data not shown and Fig 1C). Multiple IRS-1 and IRS-2 clones [IRS-1 (#10 and #20) and IRS-2 (#1 and #6)] were included in these and all subsequent analyses as a means to circumvent both clonal and temporal bias and more accurately depict the role of IRS adaptor proteins in breast tumor biology.

**Fig 1:**
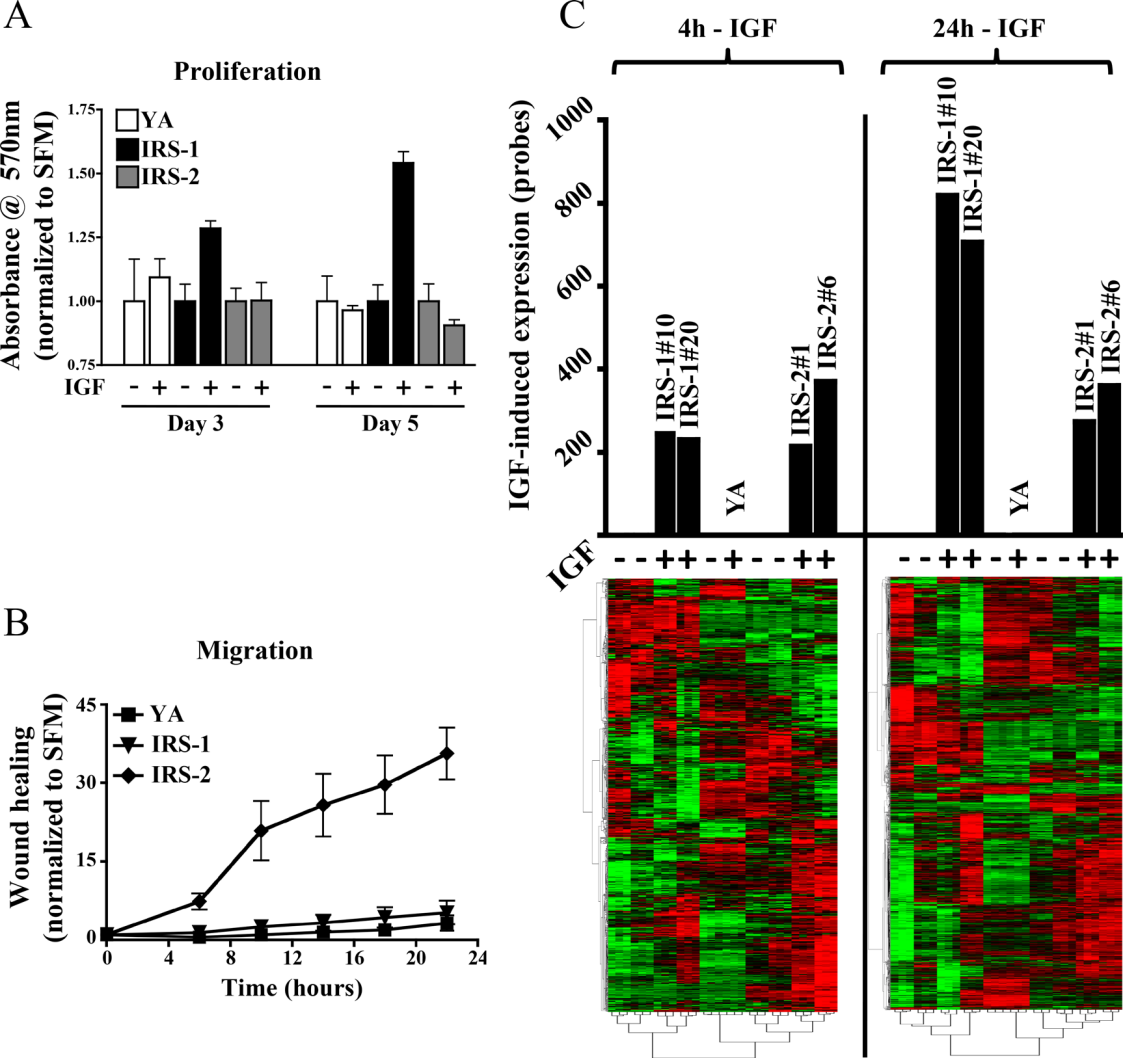
IRS adaptor protein isoforms define tumor cell biology and regulate global gene expression profiles. (A) Monolayer growth and motility of T47D-YA (YA), T47D-YA-IRS-1 (#10 and #20) and T47D-YA-IRS-2 (#1 and #6) were measured by MTT assay and (B) scratch-wound healing assay in response to IGF-I treatment. The graphs are presented as fold-change response vs. non-treated control and error bars represent standard deviation. (C) IGF-induced gene expression is IRS-dependent. cDNA microarray analysis was performed on IRS-null YA, IRS-1, and IRS-2 clones. The graph represents IGF-regulated probes in comparison to untreated samples that met both fold (1.5) and p-value (0.05) cutoff values. Hierarchical clustering was carried out on log2-transformed using Gene Cluster 3.0 and visualized in Java TreeView.

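T47D-YA breast cancer cells lack IRS proteins, and the arrays analysed here come from their sublines that express IRS-1 (clones #10 and #20) or IRS-2 (clones #1 and #6). Cells were kept in serum-free medium (SFM) for 24 h and then, according to the methods, given IGF-I or, as controls, SFM+FN only, with arrays made after 4 h and after 24 h. Arrays without IGF-I are called SFM arrays here, as in the labels. Their RNA was hybridized to Affymetrix HG-U133 Plus 2.0 arrays in 16 groups of 3 arrays, 48 arrays in all. The arrays of IRS-null cells were not analysed here. According to the methods, the authors summarized the probe sets with GC-RMA in GeneData Refiner, and the submitters' processing notes name GCRMA without a version. The values used here are on a log2 scale and range from 3.13 to 15.36, with array medians between 7.39 and 7.51. The methods describe a further normalization to the untreated state, which these values do not hold, so each IGF-I group was compared with the SFM group of the same clone and time. Of 54675 probe sets, 62 Affymetrix controls were left out and 54613 were tested. A single limma model with a mean for each of the 16 groups was fitted to all 48 arrays. Its errors come from arrays within groups. Its p-values for differences between isoforms therefore do not measure the spread between the 2 clones of each isoform. A probe set was called IGF-regulated at a Benjamini-Hochberg adjusted p under 0.05 and an average fold change of at least 1.5, with no filter on dim probe sets. The study's own thresholds, an unadjusted p under 0.05 from the methods' t-test and the same fold change, were applied beside it. Where a gene has several probe sets, its values come from the one with the highest mean over all arrays. These choices, the rule for the genes named and 18 gene lists were made before the data were examined. The number of arrays, 3 per group, limits the precision of each value. Arrays of the same group correlated at 0.993 to 0.998 across probe sets. Of 3 probe sets for IRS1, 1 was 5.00-fold higher in the clones labelled IRS-2 than in those labelled IRS-1, and the other IRS1 and the IRS2 probe sets differed by at most 0.41 on the log2 scale. Whether these probe sets lie within the transferred sequences is not known from the files, so the clones are named by their labels. The signal of the 3-prime ACTB control probe set relative to the 5-prime one was slightly lower in IGF-I arrays than in SFM arrays (mean difference -0.028 on the log2 scale, permutation test within clone and time, p = 0.0012, 24 arrays against 24).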

To assess the contribution of IRS adaptor proteins in the regulation of gene expression, IRS-null, IRS-1, and IRS-2 cells were stimulated with IGF-I for a period of 4 or 24 hours and cDNA microarray analysis performed (GSE78916). Unsupervised hierarchical clustering revealed significant gene induction by both IRS-1 and IRS-2 at both early and late time points (Fig 1C). 

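At 4 h, IGF-I raised 5 genes in all 4 clones: CCND1, which encodes the G1 cyclin D1, the chemokine gene CCL2, the matrix protein gene THBS1, FHL2 and the interferon-inducible GTPase gene GBP1. CCND1 rose from 8.37 ± 0.10 to 9.16 ± 0.14 on the log2 scale in IRS-1 #10 (SD, n = 3 arrays), and its log2 fold change lay between 0.69 and 0.79 over the clones. CCL2 rose from 9.25 ± 0.035 to 10.59 ± 0.20 (SD, n = 3) in IRS-2 #6, and by 0.64 in IRS-1 #10, the lowest of the clones. GBP1 rose by 0.64 in IRS-1 #10, by 2.17 in IRS-1 #20 and by 2.33 in IRS-2 #6. At 24 h, the histone gene H2AC6 fell in all 4 clones, with log2 fold changes from -0.83 to -0.63. In limma, 171 probe sets were called in at least 1 clone at 4 h and 282 at 24 h, and none was called in opposite directions in different clones. At 4 h, 6 probe sets rose and 4 fell in all 4 clones, and at 24 h 1 rose and 3 fell. Average-linkage clustering over the probe sets called at each time placed each of the 8 groups of arrays on a branch of its own at 4 h and at 24 h. The first branches separated the 12 arrays of the IRS-1 clones from the 12 of the IRS-2 clones. With values relative to the SFM mean of each clone and time, an alternative chosen after seeing the data, 0 isoforms, 0 clones and 4 of the 8 groups lay on a branch of their own. The first branches then parted the 12 IGF-I arrays from the 12 SFM arrays. The probe sets clustered were chosen for differing between IGF-I and SFM, so a separation of the treatments is partly built in either way. Over the 2000 probe sets of highest variance 6 of the 8 groups at 4 h and all 8 at 24 h lay on a branch of their own. Over the 48855 probe sets with a mean log2 value of at least 5, differences between clones made up 78.2% of the sum of squares at 4 h and 76.6% at 24 h, and IGF-I made up 3.33% and 4.76%. With the mean of each gene's probe sets, THBS1 no longer reached 1.5-fold in any clone (log2 fold change 0.29 in IRS-1 #10) and GBP1 was 0.43 in IRS-1 #10, below the threshold, as it was without replicate B (0.55). Without replicate C, H2AC6 was -0.57 in IRS-1 #20 at 24 h, under the threshold.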

To confirm the results from the engineered cell line, we used other IRS-expressing cells (MCF-7) and a previously published IGF-I induced expression profile [17] (S1 Fig). While the number of early genes induced by IGF-I was similar across IRS-expressing lines, IRS-1 cells had a >3-fold increase in significantly expressed genes at the 24 hour time point. 

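In IRS-1 clones, IGF-I changed more probe sets at 24 h than at 4 h, with 34 at 4 h and 137 at 24 h in #10 and 60 and 137 in #20. In IRS-2 clones the order was the other way, with 59 at 4 h and 26 at 24 h in #1 and 122 and 43 in #6. Among the largest changes of the named genes, the inhibin gene INHBE rose by 3.39 on the log2 scale (standard error 0.11) in IRS-1 #20 at 24 h, and stood at 0.15 in IRS-2 #6. The stress-response cytokine gene GDF15 rose by 2.46 in IRS-1 #20 at 24 h. At 4 h, GBP1 rose by 2.06 (standard error 0.091) in IRS-2 #1, where it stood at 0.085 at 24 h. In IRS-1 #10 GBP1 was still called at 24 h (0.62), but not without replicate B (0.55) or with the mean of its probe sets (0.42). Of the probe sets called at 4 h, 109 rose and 13 fell in IRS-2 #6, 48 rose and 11 fell in IRS-2 #1, 29 rose and 31 fell in IRS-1 #20, and 17 rose and 17 fell in IRS-1 #10. At 24 h, 68 rose and 69 fell in IRS-1 #10, 102 rose and 35 fell in IRS-1 #20, 14 rose and 12 fell in IRS-2 #1, and 4 rose and 39 fell in IRS-2 #6. The ratio of the 24 h count to the 4 h count was 4.03 for IRS-1 #10, 2.28 for IRS-1 #20, 0.441 for IRS-2 #1 and 0.352 for IRS-2 #6, and no test was applied to it. At the study's thresholds, 35, 45, 59 and 120 probe sets changed at 4 h in IRS-1 #10, IRS-1 #20, IRS-2 #1 and IRS-2 #6, and 138, 136, 36 and 42 at 24 h, with ratios of 3.94, 3.02, 0.610 and 0.350. With an unadjusted p from limma in place of the methods' t-test, the ratio of IRS-1 #20 was 1.87, as it was by fold change alone. With background subtracted by normexp the ratios of IRS-1 #20, IRS-2 #1 and IRS-2 #6 were 1.92, 1.07 and 0.611, which takes IRS-2 #1 over 1. Normexp and fold change alone were chosen after seeing the data. Bonferroni adjustment gave a ratio of 0 in IRS-2 #1, and counting only the probe sets that rose gave 0.0374 in IRS-2 #6. At an adjusted p under 0.05 with no fold threshold, the counts were 991 at 4 h and 4375 at 24 h in IRS-1 #10, 1684 and 3930 in IRS-1 #20, 887 and 1723 in IRS-2 #1, and 1281 and 2098 in IRS-2 #6. The ratios were then 4.41, 2.33, 1.94 and 1.64, over 1 in the IRS-2 clones too. Without replicate A, the 4 h count of IRS-1 #20 was 136 and its ratio 0.956, the 24 h count of IRS-2 #1 was 45 with a ratio of 0.776, and the 24 h count of IRS-2 #6 at the study's thresholds was 25. Without replicate B, the 24 h counts were 216 in IRS-1 #10 (ratio 6.17) and 50 in IRS-2 #1, the 4 h count of IRS-2 #1 was 96 and the ratio of IRS-2 #6 was 0.219; at the study's thresholds the 4 h count of IRS-2 #1 was 90, the 24 h count of IRS-2 #6 was 25, and the ratios of IRS-1 #10 and IRS-2 #6 were 6.93 and 0.154. Without replicate C, the 24 h count of IRS-2 #6 was 94 (ratio 0.734), and 86 at the study's thresholds (ratio 1.01).

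**Figure D1:**
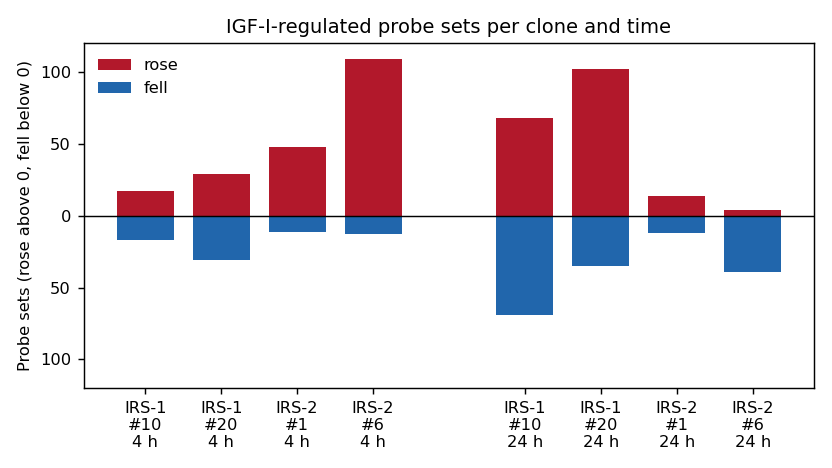
Number of probe sets called higher (bars upward) or lower (bars downward) after IGF-I in each clone at 4 h and 24 h, from limma at an adjusted p under 0.05 and a fold change of at least 1.5. IRS-2 #6 has 109 higher probe sets at 4 h and 4 at 24 h, and IRS-1 #20 has 29 at 4 h and 102 at 24 h.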

Importantly, IGF-I did not induce gene transcription in IRS-null cells.

### IRS isoforms mediate distinct gene expression profiles, functional pathways, and breast cancer subtype association

To assess the value of IRS adaptor proteins in breast cancer outcome, distinct IRS isoform gene signatures were derived from the global gene expression patterns observed in response to IGF stimulation (Fig 2A). Since marked differences were found at early and late time points, the following four gene signatures were derived: Early IRS-1, Late IRS-1, Early IRS-2 and Late IRS-2. 

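Few probe sets belonged to both the early and the late response: 1 was called in both IRS-1 clones at both times, and 1 in both IRS-2 clones. THBS1 rose at 4 h, with log2 fold changes from 0.84 to 1.07 over the clones, and was called in none of them at 24 h, where it lay between -0.53 and 0.11. FHL2, a LIM-domain cofactor gene, rose from 8.84 ± 0.065 to 9.62 ± 0.053 (SD, n = 3) at 4 h in IRS-1 #10. The genes that rose in both IRS-1 clones at 24 h include PMAIP1, a proapoptotic BCL2 family gene, the serine synthesis gene PSAT1, the amino acid transporter genes SLC7A5 and SLC7A1, and SKA1, a kinetochore gene. PMAIP1 rose from 8.26 ± 0.21 to 9.45 ± 0.025 (SD, n = 3) in IRS-1 #20, and the difference of its response between 24 h and 4 h over the IRS-1 clones was 0.71 (standard error 0.10, adjusted p = 2.49e-06 from limma). PSAT1 rose by 0.95 in IRS-1 #10 and 1.21 in #20, SLC7A5 by 0.85 and 0.97, SLC7A1 by 0.61 and 0.83, and SKA1 by 0.64 and 0.62. Among genes that fell in both IRS-1 clones at 24 h were ABAT, which encodes GABA transaminase (-0.68 and -0.79), SLC2A13 (-0.76 and -0.74) and the phospholipid flippase gene ATP8A1 (-0.69 and -0.66). These 3 genes also fell in IRS-2 #6 at 24 h (-0.66, -0.84 and -0.64). SLC2A13 fell at 4 h in IRS-1 #20 (-0.63). Genes that fell in both IRS-1 clones at 4 h included CYP1A1, a target of the aryl hydrocarbon receptor (-0.71 and -0.64), and the cholesterol efflux gene ABCA1 (-0.63 and -0.65). ABCA1 was also called at 24 h in IRS-1 #10 (-0.67), but not without replicate B (-0.58) or with the mean of its probe sets (-0.24). PMAIP1 was also called at 4 h in IRS-2 #6 (0.62), but not without replicate A (0.42). In limma's test of the difference itself, 111 probe sets responded differently at 24 h and 4 h over the IRS-1 clones, 89 with a higher and 22 with a lower change at 24 h. Over the IRS-2 clones it was 80, 4 with a higher and 76 with a lower change at 24 h. Within a clone, the log2 fold changes at 4 h and 24 h correlated across the 48855 probe sets at 0.200 in IRS-1 #10, 0.0949 in #20, 0.130 in IRS-2 #1 and 0.244 in #6, where genes are not independent replicates. In all 87 calls of the 33 named genes that changed, the 3 IGF-I arrays lay beyond the 3 SFM arrays, which chance gives in 10% of cases, and these genes were named for passing the test. Without replicate A, 185 probe sets differed between times over the IRS-1 clones, SKA1 was under the threshold in both IRS-1 clones (0.56 and 0.48), as were ATP8A1 (-0.54) and, at 4 h, ABCA1 (-0.57) in #20. Without replicate B, CYP1A1 was -0.57 in #20, and without replicate C ABAT was -0.56 and ATP8A1 -0.58 in #10, all under the threshold, and with the mean of each gene's probe sets SLC7A1, SLC2A13, ATP8A1 and ABCA1 were under it in both IRS-1 clones and ABAT in #10. Of the falls in IRS-2 #6, ATP8A1 was under the threshold after quantile normalization (-0.58), without replicate A (-0.52) and with the mean of its probe sets (-0.32). With that mean SLC2A13 (-0.33) and ABAT (-0.52) were under it too. The fall of SLC2A13 at 4 h in IRS-1 #20 was -0.55 without replicate C and -0.27 with the mean of its probe sets, under the threshold.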

A subset of genes was validated by quantitative PCR (qPCR) as shown in Fig 2B. IGF-regulated probes meeting both fold (1.5) and p-value (0.05) cutoff values that were commonly regulated between each isoform clone were used to generate each isoform gene signature. 

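Of the genes shared by both clones of an isoform, those of the Late IRS-1 set include the inhibin gene INHBE (0.67 in #10 on the log2 scale), asparagine synthetase (ASNS, 0.96 in #10 and 1.83 in #20) and the dehydrogenase gene DHRS2 (0.68 and 0.90). The Early IRS-2 set holds SPRED1, which encodes an inhibitor of Ras signaling (0.88 in #1 and 0.94 in #6), its relative SPRED2 (0.84 and 0.90), the cytoskeletal gene VCL (0.60 and 0.75), SIPA1L2 (0.72 and 1.06) and the noncoding RNA MRNIP-DT, which fell (-0.68 and -0.63). In IRS-1 #10 and #20 their values were 0.45 and 0.78 (SPRED1), 0.65 and 0.51 (SPRED2), 0.14 and 0.62 (VCL), 0.57 and 0.59 (SIPA1L2) and -0.53 and -0.53 (MRNIP-DT). SPRED1, VCL and SIPA1L2 were also called in #20 and SPRED2 in #10. Of these calls, SIPA1L2 was under the threshold after median centring (0.58), without replicate A (0.44) and with the mean of its probe sets (0.47), and VCL was without replicate A (0.58) and with the mean (0.38). SPRED2 was under it without replicate C (0.52) and with the mean (0.42). Limma called no difference between isoforms for these 5 genes. CDKN2B, the gene of the cell cycle inhibitor p15, rose in both IRS-2 clones at 4 h, from 6.80 ± 0.15 to 7.80 ± 0.15 in #6 (SD, n = 3), and was at 0.089 and 0.43 in IRS-1 #10 and #20, under the threshold. The early sets of both isoforms share CCND1, CCL2 and GBP1. In limma, 13 probe sets were called in both IRS-1 clones in the same direction at 4 h (6 higher, 7 lower) and 31 at 24 h (19 higher, 12 lower). In the IRS-2 clones it was 49 at 4 h (43 higher, 6 lower) and 7 at 24 h (2 higher, 5 lower). Independent lists of the same lengths would share 0.0187, 0.171, 0.0984 and 0.0096 probe sets, in that order. The study's thresholds gave the same totals of 13, 31, 49 and 7. The early sets of both isoforms share 10 probe sets and the late sets 4. Other genes drawn in Fig 2B moved less on the arrays. TNFRSF12A, a receptor of the TNF family, rose in IRS-2 #6 at 4 h (0.66) and was 0.28, 0.50 and 0.50 in IRS-1 #10, IRS-1 #20 and IRS-2 #1, past the adjusted p and under 1.5-fold. The cell cycle transcription factor gene MYBL2 was at 24 h higher by 0.52, 0.31, 0.26 and 0.19 in the same order of clones with IRS-2 #6 last, under 1.5-fold in each. The adrenomedullin gene ADM was at 4 h higher by 0.55 in IRS-2 #1 and 0.45 in #6, past the adjusted p and under 1.5-fold, and stood at 0.14 and -0.046 in IRS-1 #10 and #20. Without replicate A, INHBE was 0.54 and DHRS2 0.58 in IRS-1 #10 and VCL was 0.55 in IRS-2 #1; without replicate B, 7 probe sets passed the study's thresholds in both IRS-1 clones at 4 h and MRNIP-DT was -0.38 in #6, and without replicate C it was -0.52 in #1, all under the threshold. With the mean of each gene's probe sets, ASNS (0.55) and DHRS2 (0.58) in IRS-1 #10, CDKN2B (0.53) and SIPA1L2 (0.50) in IRS-2 #1, MRNIP-DT in #6 (-0.54) and VCL and SPRED2 in both IRS-2 clones were under the threshold, and quantile normalization left VCL in #1 at 0.58.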

As a confirmatory measure, IRS-null cells reported no change in response to IGF-I (Fig 1C and data not shown). 

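A list of the growth factor early response, which holds immediate early genes and feedback genes of ERK signaling, shifted upward at 4 h in every clone. A list of genes of mitosis shifted upward in its mean at 24 h in every clone, with most of its genes under 1.5-fold. Of the 52 measured genes of the early response list, 4 were called higher in IRS-1 #10, 3 in IRS-1 #20, 6 in IRS-2 #1 and 15 in IRS-2 #6, and none was lower. The immediate early genes FOS, FOSB, EGR1 and NR4A1, picked after their values were seen, lay between -0.21 and 0.18 and were called in no clone. Others on the list, picked in the same way, rose past 1.5-fold in IRS-2 #6. Among them were CCN1 (0.97), CCN2 (0.94), KLF4 (0.72), ATF3 (0.69), DUSP1 (0.67), IER3 (0.61) and KLF6 (0.61), which were under 1.5-fold in the other clones. Every count of called list members was the same when adjusted over the list alone. The list's mean log2 fold change was 0.14, 0.20, 0.24 and 0.35 (adjusted p = 0.000152, 1.76e-06, 1.49e-08 and 3.81e-11 from limma's camera with an estimated correlation). The mean over the IRS-1 clones was -0.12 relative to the IRS-2 clones (adjusted p = 3.24e-05 for the difference). The p-values for differences of lists between isoforms do not measure spread between clones. At 24 h the list still passed in IRS-2 #1 and #6 with 0 genes called (mean 0.077 and 0.10, adjusted p = 0.045 and 0.00603), where 7 and 11 genes were higher and 0 and 2 lower at an adjusted p alone. Of 58 genes of mitosis, such as the kinesin gene KIF14 (0.60 in IRS-1 #10 and 0.62 in #20), 9, 2, 1 and 0 were called higher at 24 h in the same order of clones. At an adjusted p alone, without the fold threshold, 56, 53, 55 and 35 were higher, and their means were 0.47, 0.37, 0.35 and 0.22 (adjusted p = 0.000142, 0.00144, 0.000121 and 0.0091). The difference of the mitosis genes between isoforms did not pass with an estimated correlation (adjusted p = 0.0977). Of 49 genes of DNA replication, 6 were called higher in IRS-1 #10 at 24 h (adjusted p = 0.000152) and 0 in IRS-2 #1, where 28 passed the adjusted p alone (adjusted p = 0.00598 for the list), and the list did not pass in IRS-1 #20 and IRS-2 #6 (adjusted p = 0.313 and 0.184 with an estimated correlation). Of 65 genes of the microtubule cytoskeleton, 2 were called higher in IRS-1 #10, 1 in IRS-1 #20 and 0 in IRS-2 #1 at 24 h (adjusted p = 0.0231, 0.0442 and 0.00452), where 33 passed the adjusted p alone in IRS-2 #1, and the list did not pass in IRS-2 #6 (adjusted p = 0.107 with an estimated correlation). The microtubule list overlaps that of mitosis, for example in KIF14, and its shift apart from the shared genes was not tested. A list of 40 genes under the transcription factor ATF4, called amino acid genes here, also holds members outside amino acid supply, such as DDIT3 and TRIB3. At 24 h the list rose in the IRS-1 clones, with 6 genes called in #10 and 22 in #20 (mean 0.29 and 0.65, adjusted p = 0.00144 and 3.6e-08). DDIT3 and TRIB3 were 0.10 and 0.48 in #10 and 1.07 and 1.15 in #20. The 24 h response of the list was higher than in the IRS-2 clones by a mean of 0.41 (adjusted p = 7.97e-09, which does not measure spread between clones). In IRS-2 #1 and #6 at 24 h the list did not pass (adjusted p = 0.137 and 0.761 with an estimated correlation). At 4 h in IRS-2 #6, 1 of its genes was called higher (adjusted p = 0.0231). Of 40 genes of TGFβ signaling, 5 were called higher and 1 lower in IRS-2 #6 at 4 h (adjusted p = 0.0368), and 2 were higher in IRS-2 #1, where the list did not pass (adjusted p = 0.0921 with an estimated correlation). Of 57 genes of the p53 pathway, 4 were called higher in IRS-1 #20 at 24 h, and of 78 focal adhesion genes, 4 in IRS-2 #6 at 4 h, and neither list passed there (adjusted p = 0.0964 and 0.162 with an estimated correlation). Among the genes of the signatures, where a gene counts by any of its probe sets, 6 of the 22 Late IRS-1 genes were amino acid genes (Fisher's exact test, adjusted p = 2.43e-10) and 2 were genes of mitosis (adjusted p = 0.0152). Of the 32 Early IRS-2 genes, 4 were early response genes, the cyclin gene CCND1 and the feedback genes SPRED1, SPRED2 and DUSP4 (the last picked after its values were seen; adjusted p = 5.21e-05) and 3 were focal adhesion genes (adjusted p = 0.00522), and of the 9 Early IRS-1 genes, 2, CCND1 and THBS1, belonged to the p53 pathway (adjusted p = 0.00522). The 4 Late IRS-2 genes held 0 genes of the p53 pathway and 0 of the microtubule cytoskeleton. Over the 180 list tests, 100 were called with a correlation preset at 0.01 and 25 with an estimated correlation, and each list call stated as passed is one of the 25. With the control probe set difference of each array as a covariate, which was chosen after seeing the data, none of the 100 calls was lost. Without replicate A, KIF14 was 0.58 in IRS-1 #10, and without replicate B 0.57, under the threshold.

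**Figure D2:**
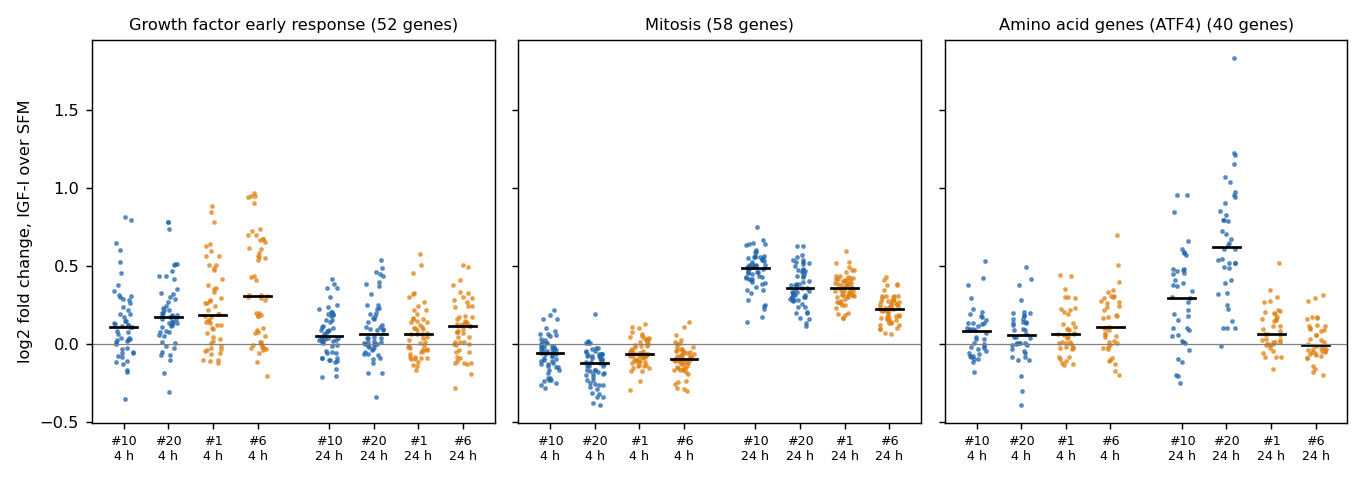
Log2 fold change after IGF-I of each gene (dots) of 3 gene lists in each clone. The lists are 52 growth factor early response genes, 58 genes of mitosis and 40 genes under ATF4. Black lines mark the median, and clones labelled IRS-1 are blue and clones labelled IRS-2 orange. At 24 h the genes under ATF4 lie highest in IRS-1 #20, where 22 of 40 were called higher.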

Functional pathway analysis revealed significant differences that were both isoform- and time-dependent (Table 1).

**Fig 2:**
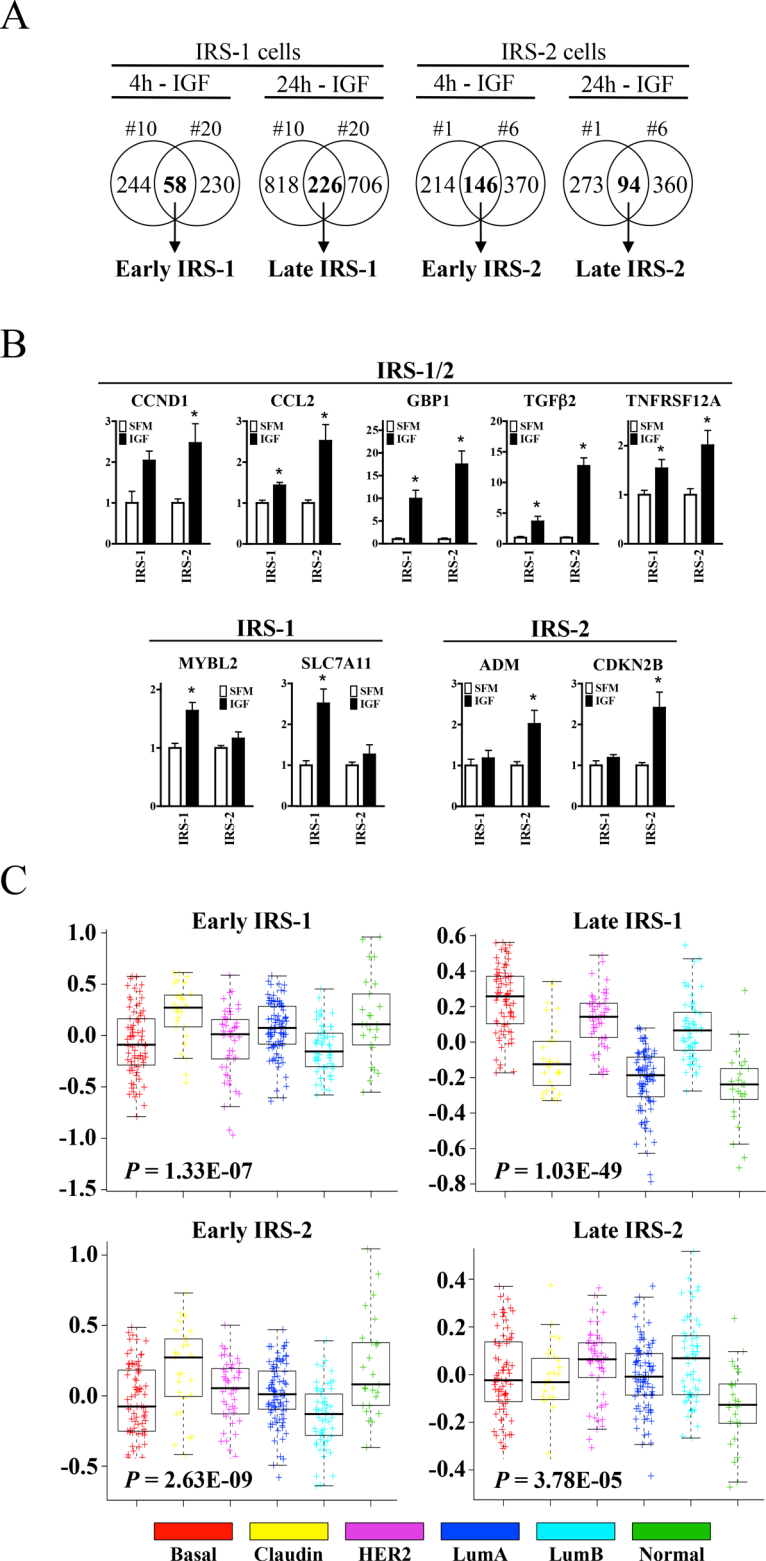
IRS isoforms mediate distinct gene expression profiles, functional pathways, and breast cancer subtype association. (A) Venn diagrams depicting four distinct IRS isoform gene signatures were derived from overlapping and differential global gene expression patterns in response to IGF-I. (B) Target gene validation confirms both distinct and overlapping patterns of IRS-regulated gene expression. Gene expression was normalized to RPLP0 and is presented as fold-change of treatment (black bars) vs. serum-free (white bars) conditions. Error bars represent standard deviation and all results are representative of at least three independent replicates. (C) IRS gene signature enrichment in breast tumor subtypes in the UNC337 cohort. Median expression values are represented here in graphical format with p-values included for each of the IRS gene signatures.

**Table 1:** Gene set enrichment analysis for each IRS gene signature was performed using DAVID (Database of Annotation, Visualization and Integrated Discovery, v6.7). P-value indicates modified Fisher’s exact Probability Value and a high E-Scores (Enrichment Scores) indicates significant gene enrichment in the annotation cluster.

Signature	Pathway (KEGG)	P-value	Function (Annotation Cluster)	P-value	E-Score
**Early IRS-1**	P53 signaling pathway	1.9E-02	Transcription	4.2E-02	1.65
**Late IRF-1**	Cell cycle	1.8E-03	Mitosis	2.1E-16	10.67
**Early IRS-2**	Focal adhesion	1.2E-02	Regulation of protein kinase activity	2.8E-04	3.25
**Late IRS-2**	P53 signaling pathway	1.1E-02	Microtubule cytoskeleton	3.1E-05	2.89

Using median expression values, IRS gene signatures were significantly enriched according to molecular breast tumor subtype (basal-like, claudin-low, HER2-enriched, luminal A, luminal B, and normal-like) in the UNC337 (GSE18229) cohort (Fig 2C) [15, 16]. The Late IRS-1 gene signature showed the most significant enrichment in basal-like, HER2-enriched, and luminal B breast cancers (P = 1.03E-49). These data were confirmed in the NKI-295 cohort ([18], data not shown).

### IRS-regulated genes affect tumor cell biology

To examine the biological significance of IRS-induced gene expression, we evaluated the induction of TGFβ mRNA by both IRS-1 and IRS-2 in breast cancer cells. 

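TGFB2, which encodes a secreted ligand of the TGFβ family, rose at 4 h in IRS-1 #20, IRS-2 #1 and IRS-2 #6, and TGFB1 was called in none of the clones. On the arrays, the TGFB2 probe set used here rose from 7.08 ± 0.11 to 8.39 ± 0.30 on the log2 scale in IRS-1 #20 (SD, n = 3), from 7.13 ± 0.020 to 8.76 ± 0.18 in IRS-2 #1 and from 7.55 ± 0.047 to 9.40 ± 0.18 in IRS-2 #6. These are log2 fold changes of 1.31, 1.63 and 1.85 (standard error 0.10 for each, adjusted p = 8.77e-14, 1.58e-17 and 1.1e-19 from limma). In IRS-1 #10, TGFB2 went from 7.31 ± 0.031 to 7.59 ± 0.10 (SD, n = 3), a log2 fold change of 0.28 that did not pass (adjusted p = 0.133 from limma). In each of the 4 clones all 3 IGF-I arrays were above the 3 SFM arrays. Groups of 3 that do not overlap arise by chance in 10% of cases. The mean response of the IRS-1 clones was below that of the IRS-2 clones by limma's test of the difference (-0.95, adjusted p = 9.27e-09), and that of IRS-1 #10 was below that of IRS-1 #20 (-1.02, adjusted p = 1.55e-05). The p-value for isoforms does not measure spread between clones, and the IRS-1 clones differed from each other by as much. At 24 h, TGFB2 stood between -0.24 and 0.048 and was called in no clone. TGFB1 was at -0.14 in IRS-1 #10, 0.038 in IRS-1 #20, -0.038 in IRS-2 #1 and 0.051 in IRS-2 #6 at 4 h, and its lowest adjusted p there was 0.606. Of the other TGFB2 probe sets, the one that changed most did so by 0.35, 1.69, 2.38 and 2.99 in IRS-1 #10, IRS-1 #20, IRS-2 #1 and IRS-2 #6, and another changed little (between -0.12 and 0.18). None of the alternatives run for these genes and no left-out replicate changed a call of TGFB2 or TGFB1.

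**Figure D3:**
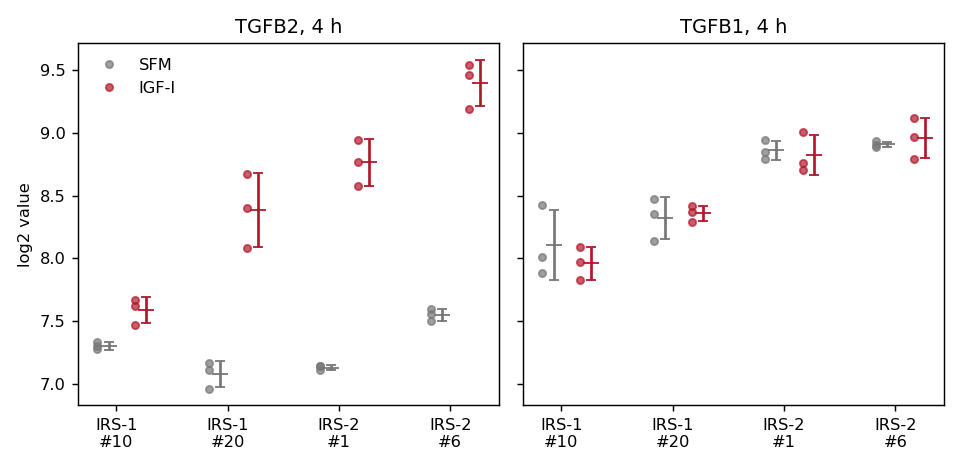
Log2 values of TGFB2 and TGFB1 on each array at 4 h, by clone, with SFM arrays in grey and IGF-I arrays in red; the mark beside each group gives its mean and SD. TGFB2 is higher after IGF-I in IRS-1 #20, IRS-2 #1 and IRS-2 #6, by 1.31 to 1.85, and TGFB1 shows no such shift.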

TGFβ2 was selected for evaluation as both IRS-1 and -2 T47D transfected cells regulated this gene but not the related growth factor TGFβ1 (Fig 3A). Furthermore, the regulation of TGFβ2 by IGF-I was confirmed in other breast cancer cell lines (MCF-7L, MCF-7ATCC, MDA-231 and F11) as measured by qPCR, but not in the normal MCF10A cells (Fig 3B).

**Fig 3:**
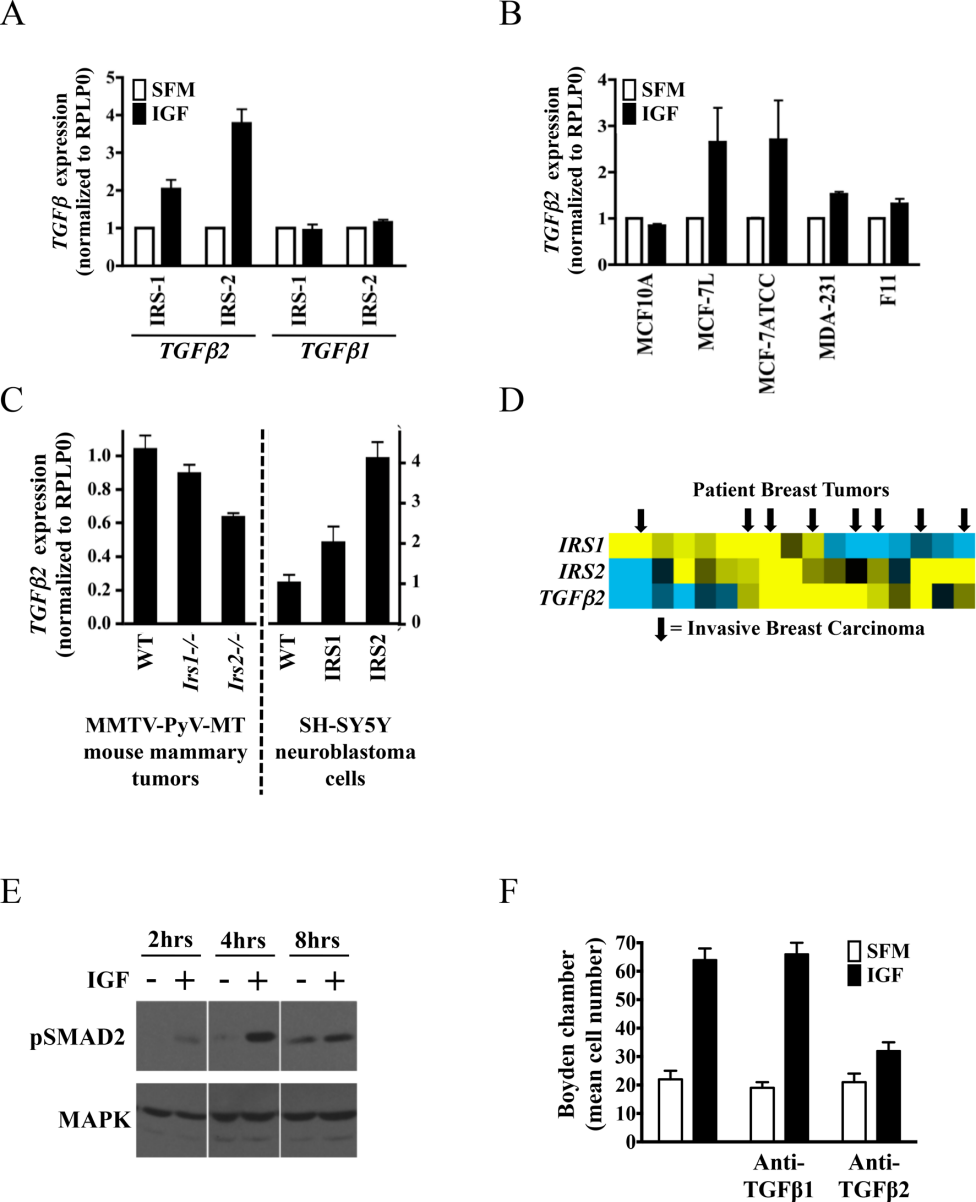
IRS proteins regulate TGFβ2 mRNA expression and breast cancer cell motility. (A) Expression of TGFβ1 and TGFβ2 by qPCR in T47D-YA-IRS-1 (#10 and #20) and T47D-YA-IRS-2 (#1 and #6). (B) IGF-induced TGFβ2 expression in MCF10A, MCF-7L, MCF-7 ATCC, MDA-231 and F11 cells. For A & B, all cells were exposed to 5nm IGF-I for 4 hours prior to harvesting mRNA. Gene expression was normalized to RPLP0 and is presented as fold-change of treatment (black bars) vs. serum-free (white bars) conditions. (C) TGFβ2 expression was assessed by qPCR in an IRS-gene deletion mouse models (left) and IRS-overexpressing SH-EP neuroblastoma cells (right). (D) IRS-1, IRS-2 and TGFβ2 expression in a panel of patient breast tumors. Arrows indicate invasive breast carcinoma. Yellow bars signify high gene expression, blue bars signify low gene expression. E) pSMAD2 was examined by immunoblot at the indicated time points in MCF-7 cells. (F) Cell motility was examined by modified Boyden chamber assay. MCF-7 cells were incubated in the presence of neutralizing antibodies to either TGFβ1 or TGFβ2 and IGF-induced motility assessed. Error bars represent standard deviation and all results are representative of at least three independent replicates.

In addition, we evaluated alternate IRS models to further confirm IRS-dependent TGFβ2 expression (Fig 3C). Analysis of mammary tumor RNA obtained from an IRS-gene deleted mouse model [19] (left axis) and an IRS-overexpression SH-EP neuroblastoma model [14] (right axis). While modulation of both IRS isoforms resulted in decreased (IRS knockout) or increased (IRS overexpression) TGFβ2 expression, IRS-2 appeared more strongly associated with TGFβ2 expression.

To test for functionality of IGF-induced TGFβ in MCF7 cells, we examined activation of the TGFβ signaling pathway. IGF transiently induced the phosphorylation of SMAD2, an effector of TGFβ signaling (Fig 3D). Since TGFβ signaling could be initiated by IGF, we evaluated whether neutralization of TGFβ could suppress IGF-induced motility. Cell motility was examined using a modified-Boyden chamber in the presence of neutralizing TGFβ1 or TGFβ2 antibodies (Fig 3E). IGF-induced motility was completely neutralized by TGFβ2 inhibition, while TGFβ1 inhibition had no effect. Therefore, IGF-induced TGFβ2 expression drives cell motility in MCF7 breast cancer cells. In this case, TGFβ2 induction enhanced cell motility. Moreover, we have also shown that induction of other genes regulated by IRS function are relevant to cell growth and survival [20].

### Late IRS-1 gene expression is associated with poor relapse-free and overall survival

To evaluate the clinical impact of the IRS signatures, we analyzed their expression in the UNC337 and NK1295 cohorts. The Late IRS-1 signature was most significantly over-represented across the subtypes and as a result, its prognostic value was determined in breast cancer tumors. To this end, tumors were divided into three groups by Late IRS-1 expression values: “Strong IRS-1 Corr.” (upper 20% or most positive correlation values), “Inverse IRS-1 Corr.” (lower 20% or most negative correlation values) or “Weak IRS-1 Corr.” (remaining 60% or mid-range correlation values). In both the UNC337 and NKI295 cohorts, poor outcome was significantly associated with increased Late IRS-1 gene expression for both recurrence-free survival (RFS) (*P* = < 0.0001) and overall survival (OS) (*P* = < 0.0001) (Fig 4A and 4B). Stratification of tumors by nodal and/or ERα status did not affect this association (S2 Fig).

**Fig 4:**
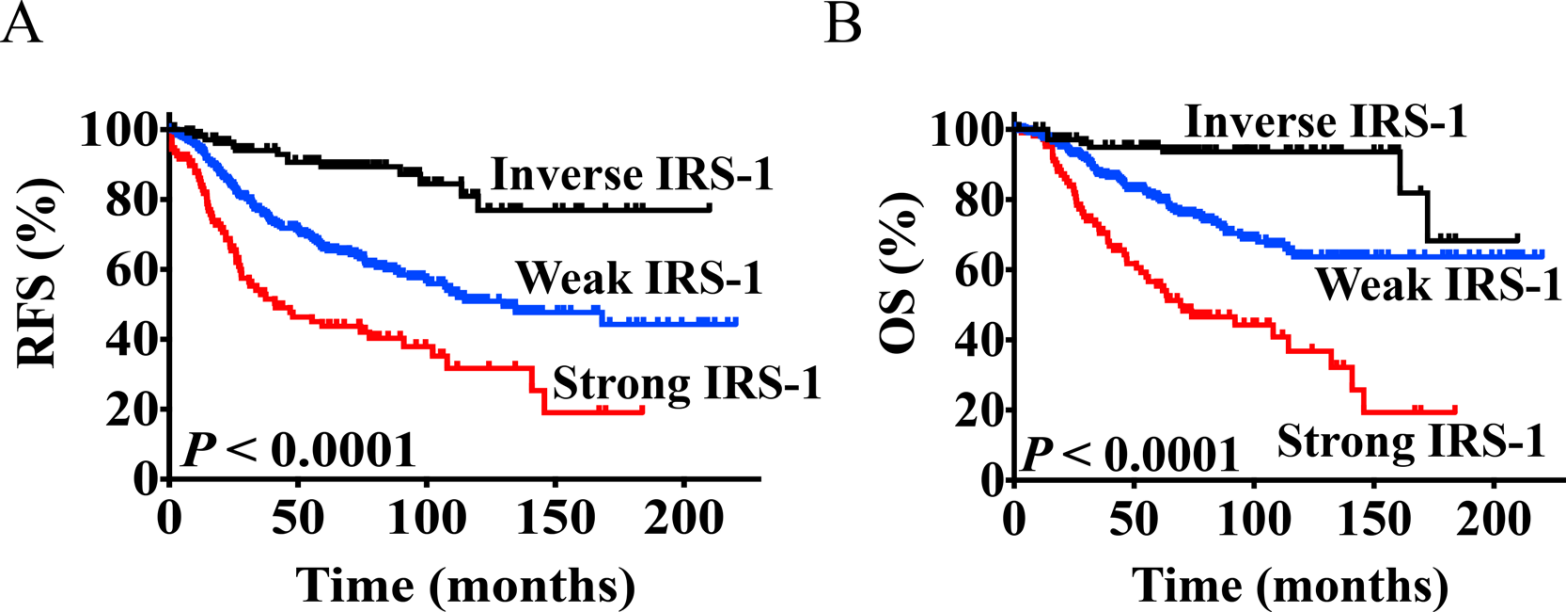
Late IRS-1 gene expression is a marker of poor prognosis. Univariate Kaplan-Meier analysis of A) RFS and B) OS was assessed in the combined UNC3337 and NKI295 cohorts (n = 534). Tumors were subdivided and classified as one of the following: Strong IRS-1 Corr. (top 20% of all tumors), Inverse IRS-1 Corr. (bottom 20% of all tumors), and Weak IRS-1 Corr. (all remaining tumors). Corresponding p-values are depicted.

Separating tumors by molecular subtype revealed that Luminal B tumors with increased Late IRS-1 gene expression had poor RFS and OS (S1 Table). While increased Late IRS-1 gene expression in Luminal A tumors was associated with poor RFS, no significant correlations were revealed in the remaining molecular subtypes (data not shown). Univariate analysis yielded highly significant differences among all tumors in RFS (*P* = 0.0016) and OS (*P* <0.0015) (Fig 4A & 4B). In multivariate analysis, Late IRS-1 was the most significant prognostic risk factor for both RFS (HR = 2.463, 95% CI = 1.185–4.900, *P* = 0.0167) and OS (HR = 2.831, 95% CI = 1.147–6.637, *P* = 0.025) (Table 2). In addition, 5-year estimates of recurrence and survival are presented (S1 Table).

**Table 2:** Multivariate Cox regression analysis of RFS & OS in Luminal B breast cancer tumors.

	RFS		OS	
	HR (95% CI)	P	HR (95% CI)	P
Age	0.642 (0.378–0.987)	0.0426	0.526 (0.248–1.009)	0.0537
Size				
2	1.464 (0.759–2.874)	0.2559	1.635 (0.690–3.979)	0.2640
3	2.736 (0.607–8.928)	0.1687	8.229 (1.096–41.60)	0.0419
Grade				
2	0.588 (0.217–1.863)	0.3412	1.30 (0.2.55–6.906)	0.9699
3	0.871 (0.323–2.778)	0.7994	1.495 (03.60–10.27)	0.6092
Node				
1	0.985 (0.503–1.938)	0.9658	1.055 (0434–2.563)	0.9045
2	0.774 (0.294–1.828)	0.5713	1.069 (0.326–3.047)	0.9054
IRS-1 Corr.	2.463 (1.185–4.900)	0.0167	2.831 (1.147–6.637)	0.0250

At 5 years, a strong IRS-1 Late correlation resulted in significantly shorter recurrence (*P* = 0.0111) and survival (*P* = 0.0085) rates than patients with a weak IRS-1 Late correlation.

## Discussion

Identifying IGF-dependent breast cancer tumors remains a challenge. While levels of total and IGF-1R have been identified as poor prognostic factors in breast cancer [21], levels of IGF-1R expression have not been shown to predict benefit from anti-IGF therapeutics (reviewed in [22]). Expression levels do not identify activated signaling pathways and it seems likely that development of biomarkers that indicate IGF-1R mediated signaling will be more useful. For example, levels of the IGF ligands predict benefit from the IGF-1R monoclonal antibody ganitumab in pancreas cancer [4] supporting the idea that receptor activation is an important predictive biomarker for anti-IGF-1R drugs.

Using an *in vitro* model system, we show that IRS adaptor proteins are necessary for IGF-1R mediated biology. This observation was supported by evaluating transcriptional changes after IGF-I exposure. Previous studies have used a similar approach using cell lines to develop an “IGF activated” signature [17]. Our work adds to this observation by delineating the necessity of IRS proteins in regulating IGF-1R mediated transcription. Strikingly, transcript regulation was completely absent in IGF-1R-positive/IRS-null cells. In addition, distinct gene expression profiles were dependent on both IRS species and time. 

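At 1.5-fold, the response to IGF-I differed between isoforms for a limited set of genes. At 4 h, CDKN2B, GBP1 and C2CD4A, a gene induced by inflammatory cytokines, had a lower mean response over the IRS-1 clones than over the IRS-2 clones, with differences of -0.64, -0.79 and -0.67 on the log2 scale (standard errors 0.092, 0.091 and 0.090). For GBP1 the difference rests on IRS-1 #10 (0.64), as #20 (2.17) rose more than IRS-2 #1 (2.06). CDKN2B and C2CD4A were under the threshold in both IRS-1 clones, and C2CD4A also in IRS-2 #1 (0.51). At 24 h, INHBE, GDF15, ASNS and KLHDC7B responded more in the IRS-1 clones, with differences of 1.95, 1.41, 1.33 and 1.00. For INHBE, GDF15, ASNS and KLHDC7B the response was larger in #20 than in #10, where ASNS was 0.96 against 1.83 in #20. In #10 KLHDC7B was 0.29 and GDF15 0.45, under the threshold. The chemokine gene CCL20 differed by 0.90, and it fell in IRS-2 #6 (-1.01) and stood at 0.36 in IRS-1 #10, under the threshold. Limma's test of the difference between isoforms takes arrays as the replicates and does not measure spread between clones of an isoform. In that test, 16 probe sets passed at 4 h, all 16 with a lower response in the IRS-1 clones, and 32 at 24 h, all 32 with a higher one. These counts depend on the fold threshold. With none, 142 probe sets passed at 4 h and 260 at 24 h, and at 2-fold 2 and 6. At 1.5-fold, the other groupings of the 4 clones into pairs, a comparison chosen after the data were seen, gave 7 and 3 probe sets at 4 h and 4 and 6 at 24 h. Between clones of the same isoform, IRS-1 #10 and #20 differed in 14 probe sets at 4 h and 73 at 24 h, of which 63 had a higher response in #20. IRS-2 #1 and #6 differed in 1 at 4 h and 0 at 24 h, where 39 passed at an unadjusted p and the same fold. For the 14 and the 1 at 4 h chance cannot be excluded, as 12 and 8 of 100 reassignments of IGF-I and SFM gave as many. For these, the response both clones share was taken off first, a version chosen after the data were seen. With it left in, as set before, 3 and 11 of 100 gave as many. That version does not model clones that respond alike, so it decides nothing. With the replicate letters as a block, the IRS-2 clones differed in 2 probe sets at 4 h and 2 at 24 h. Across the 48855 probe sets, the log2 fold changes of the IRS-1 clones correlated with each other at 0.387 at 4 h and 0.391 at 24 h, those of the IRS-2 clones at 0.479 and 0.320, and pairs of different isoforms between 0.301 and 0.448. These correlations depended on single replicates: that of the IRS-2 clones at 4 h was 0.173 without replicate B. Without 1 replicate letter the pairs of different isoforms fell as low as 0.111 at 4 h (without B) and 0.104 at 24 h (without C), that of the IRS-1 clones to 0.299 and 0.307, and that of the IRS-2 clones at 24 h to 0.195. Without replicate A, C2CD4A (-0.57) and CDKN2B (-0.50) were under the threshold, as were GBP1 (-0.51) and CDKN2B (-0.58) with the mean of each gene's probe sets. The count of 14 was 8 without replicate B and 9 without replicate C, that of 73 was 44 without replicate C, and that of 1 was 12 without replicate B and 0 without replicate A or C. From the differences between early and late time points, the paper derives a signature for each isoform and time, and it states that the expression profiles depended on both IRS species and time.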

Taken together, these data demonstrate that gene expression profiles are dependent on activation of specific adaptor proteins downstream of IGF-1R and not due to receptor expression alone.

In addition to providing predictive biomarkers for anti-IGF-1R therapies, identification of key genes regulated by activation of this pathway may be useful. One of the genes we identified as regulated by IRS-1 (SLC7A11 or xCT) has a functional role in mediating response to reactive oxygen species [20]. 

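SLC7A11, which encodes the cystine transporter xCT, rose at 24 h in IRS-1 #20, from 7.32 ± 0.075 to 8.28 ± 0.12 on the log2 scale (SD, n = 3), a log2 fold change of 0.95 (standard error 0.078, adjusted p = 5.52e-13 from limma). In IRS-1 #10 its log2 fold change at 24 h was 0.47 (adjusted p = 2.73e-05), under 1.5-fold, and in IRS-2 #1 and #6 it was -0.084 and 0.17 and did not pass. The 24 h response was higher in the IRS-1 clones than in the IRS-2 clones by 0.67 (standard error 0.078, adjusted p = 7.9e-08 from limma). That error and p-value do not measure spread between clones. At 4 h, the probe set was called in no clone, with log2 fold changes between 0.089 and 0.26. These values come from the brightest of its probe sets. Of the others, a dimmer one changed at 24 h by 1.53 in IRS-1 #10, 2.69 in IRS-1 #20, 0.40 in IRS-2 #1 and 0.035 in IRS-2 #6. At 4 h, that dimmer probe set changed by 0.34 in IRS-1 #10, 0.74 in IRS-1 #20, 0.78 in IRS-2 #1 and 1.02 in IRS-2 #6. With the mean of the gene's probe sets, SLC7A11 was also called in IRS-1 #10 at 24 h (1.18) and in IRS-2 #6 at 4 h (0.74).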

While we discovered this gene through our study of IRS-stimulated gene expression, it is notable that xCT also has a role in triple negative breast cancers [23].

We studied IGF signaling in this model system, it is also clear that the IRS adaptor proteins regulate insulin receptor signaling [24]. As we have recently shown, endocrine resistant cells may rely more heavily on insulin receptor than IGF receptor [25]. The failure of ganitumab, an IGF-1R monoclonal antibody, in the treatment of metastatic endocrine resistant breast cancer might be due to the continued signaling via insulin receptor stimulation of IRS adaptor proteins [26]. We are currently developing methodologies to confirm whether both insulin and IGF stimulation of their receptors result in the same, or different, profiles.

We conclude that IRS adaptor proteins represent potential predictive clinical biomarkers of breast cancer outcome and should be considered in conjunction with receptor expression. Furthermore, both receptor and adaptor protein targeting might result in enhanced suppression of growth factor signaling and inhibition of tumor growth.

## Supporting Information

S1 Fig Patterns of global IGF-induced gene regulation are highly conserved. Comparative analysis of T47D-YA/IRS-1 and MCF-7 gene arrays was performed and IGF-induced gene overlap determined. Arrays represent both temporal and directional overlap. Results were confirmed by Fisher’s exact test.
(TIFF) Click here for additional data file.

S2 Fig Late IRS-1 expression assessed by nodal and ERα status. Kaplan-Meier analysis stratified (n = 534) according to nodal and/or ERα status. Strong Late IRS-1 gene expression is associated with poor prognosis in all groups
(TIFF) Click here for additional data file.

S1 Table Odds ratios of Luminal B breast cancer tumors depicting RFS & OS at 5 years in the Strong Late IRS-1 correlation vs. Weak Late IRS-1 correlation groups. (DOCX) Click here for additional data file.

# Supplementary material for: Insulin Receptor Substrate Adaptor Proteins Mediate Prognostic Gene Expression Profiles in Breast Cancer
**Source:** PLoS One. 2016 Mar 18;11(3):e0150564. doi: 10.1371/journal.pone.0150564
**Supplement:** S1 Table

**Supporting information Table S1 - Odds ratios of Luminal B breast cancer tumors depicting RFS & OS at 5 years in the Strong Late IRS-1 correlation vs. Weak Late IRS-1 correlation groups.**

| RFS | Strong  IRS-1  corr. | Weak  IRS-1  corr. | Odds Ratio  (95% CI) | *P* |
| --- | --- | --- | --- | --- |
| ≤5yr | 13 | 28 | 11.14 | 0.0111 |
| >5yr | 1 | 24 | (1.36 – 91.6) |  |

| OS | Strong  IRS-1  corr. | Weak  IRS-1  corr. | Odds Ratio  (95% CI) | *P* |
| --- | --- | --- | --- | --- |
| ≤5yr | 8 | 8 | 8.667 | 0.0085 |
| >5yr | 3 | 26 | (1.85 – 45.2) |  |

How the deposited data were processed for this re-analysis (not part of the article)

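Gene expression was measured on Affymetrix HG-U133 Plus 2.0 arrays in T47D-YA sublines that express IRS-1 (clones #10 and #20) or IRS-2 (clones #1 and #6), 4 h and 24 h after addition of IGF-I, and at the same times without it (SFM arrays, which the methods describe as SFM+FN alone). Each of the 16 groups of clone, treatment and time holds 3 arrays, 48 in all, and each array is a column of its own. According to the methods the authors summarized the probe sets with GC-RMA in GeneData Refiner and normalized them to the untreated state, and the submitters' processing notes name GCRMA without a version. As deposited by the authors, these summaries were normalized between arrays by GC-RMA and are on a log2 scale. They cover 54675 probe sets, from 3.13 to 15.36, with array medians of 7.39 to 7.51, and they are not relative to untreated arrays. No raw intensities or background values were used here, so signal over background is unknown, and 1.57% of all values lie within 0.5 log2 of the lowest one. No columns were identical.

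Symbols came from the platform's annotation, in which 41097 probe sets carry a single symbol, 1801 several and 11777 none, and 41043 were matched by Entrez identifier to the reference gene table, with 0 symbols changed. The 19775 genes with a probe set of a single symbol were represented by the probe set with the highest mean over all arrays. The reference gene RPLP0 of the paper's PCR has 0 probe sets listed.

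The 62 Affymetrix control probe sets were left out and the other 54613 were fitted in limma 3.58.1 (R 4.3.3), with a mean for each of the 16 groups and empirical Bayes variances with an intensity trend, which left 32 residual degrees of freedom. IGF-I was compared with SFM within each clone and time, and a probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and at least 1.5-fold, without a filter on dim probe sets. The thresholds of the study, an unadjusted p under 0.05 from the methods' t-test and the same fold, were applied to the same log2 values. A signature holds the probe sets called in both clones of an isoform in the same direction. Contrasts of limma tested the difference in response between isoforms, between clones of an isoform and between times, and the difference between SFM arrays at 24 h and 4 h in each clone. In all of them the arrays are the replicates, so spread between clones is not part of the error. Correlations of responses used the probe sets with a mean log2 value of at least 5, and arrays were grouped by average linkage over the probe sets called at that time. The 18 gene lists were written from general knowledge and are not the gene sets of Table 1. They were tested with limma's camera over 10 comparisons, with an inter-gene correlation preset at 0.01 or estimated from the data, and Fisher's exact test counted their members in the signatures, where a gene counts by any of its probe sets. Figures and text values were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

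The genes named were fixed by a rule: the 8 largest rises and 4 largest falls per signature, up to 3 members per list called in both clones of an isoform, the 5 largest differences between isoforms at each time, and every gene the study names. Among alternatives, the settings tried were a dim filter (log2 of at least 5 on at least 3 arrays), means of at least 7, quantile normalization, median centring, a fit to the 6 arrays of a comparison, variances without trend, a 2-fold or no fold threshold, unadjusted or Bonferroni p, linear scale, Affymetrix controls kept, probe sets that rose only, the mean of a gene's probe sets, the replicate letter as a block, complete linkage or the 2000 probe sets of highest variance for the grouping of arrays, and each letter left out in turn. Background subtraction by normexp, fold change alone, values relative to SFM, signatures without a fold threshold, a mean of at least 7 for the limma counts and a covariate of RNA quality were added after seeing the data. On simulated data with the spread of the real arrays and 200 changed probe sets per comparison, the limma calls recovered 79.1% to 94.0% of 1.6-fold changes, 98.5% to 100% of 2-fold and 100% of 3-fold changes, with at most 3 wrong calls, and the thresholds of the study gave at most 6. There, camera called the raised list and 0 of 20 unchanged lists, in 1 comparison (IRS-1 #10, 4 h). Splits of the real arrays gave up to 43 probe sets at the study's thresholds and up to 15 lists at the preset correlation. The simulated numbers of wrong calls therefore cannot be carried over to the real arrays. Random seeds were 11 for the permutation test of RNA quality and 23 and 29 for the 100 reassignments of IGF-I and SFM within clones and times, the real one included, with the shared response left in and taken off (for each probe set, the response less its part in the tested difference was subtracted from the IGF-I arrays). The PCR, protein and survival data of the paper were not analysed here.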

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

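Tests chosen only after the result was seen are those of RNA quality as a covariate and of IRS-1 #10 alone for the amino acid genes, both tests of the IRS1 probe set, the regrouping of the clones and the reassignments with the shared response taken off.

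Amino acid genes under ATF4 rose after IGF-I at 24 h by 0.41 more on the log2 scale in the clones labelled IRS-1 than in those labelled IRS-2 (mean over 40 genes, jackknife error over the replicate letters 0.049). The tables argue against a single set of arrays (lowest difference without a replicate letter 0.37) and array scaling (0.41 after quantile normalization). Nor was the pattern that of IRS-1 #20 alone, as IRS-1 #10 minus the IRS-2 clones gave 0.23 (error 0.054) and #20 gave 0.59 (error 0.047). RNA quality stays open. With the control probe sets as a covariate the difference was 0.41, but that covariate changed none of 110 list results, so it may not capture RNA quality. With 4 clones, differences between sublines that arose apart from the isoform stay open, and regrouping the clones gives 3 groupings, too few for a share under 0.05 (16 probe sets against a highest other of 7 at 4 h, and 32 against 6 at 24 h). That IRS-1 may carry IGF-I signals to these genes under ATF4 at 24 h more than IRS-2 does is a hypothesis. These tests do not decide it, as that would take further clones of each isoform. The list also holds members outside amino acid supply, such as DDIT3 and TRIB3, so its mean cannot be read as amino acid supply alone.

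An IRS1 probe set, 1 of 3, differed between clones before any IGF-I: in SFM it was lower in the clones labelled IRS-1 by 2.32 on the log2 scale (difference -2.32, standard error 0.057, adjusted p = 3.92e-35 from limma), with SFM group means of 5.52 to 6.18 against 7.75 to 8.50. Array scaling is argued against, as quantile normalization left -2.35. Exchanged isoform names cannot be told apart from probes that do not read the transferred sequence: of the IRS2 probe sets, the brighter was 0.41 higher and the dimmer 0.025 higher in the clones labelled IRS-1, and where the probes lie in the sequences is not known. The paper reports growth of the IRS-1 lines and motility of the IRS-2 lines after IGF-I (Fig 1A and 1B), which runs with the labels and was not analysed here, and the late to early ratio here does too (3.94 and 3.02 in the clones labelled IRS-1, 0.610 and 0.350 in those labelled IRS-2, at the study's thresholds), though it rests on the labels the paper used. No biological explanation was tested.

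Responses that differed between groups by limma's test came up for the isoforms, the clones and the times. Isoforms differed in 16 probe sets at 4 h and 32 at 24 h, and a chance sorting of arrays into IGF-I and SFM can be excluded. Of 100 reassignments within every clone and time, 1 gave as many at each time, the real one, with highest others of 4 and 8. They were made after the response, less its part in the tested difference, was taken off. For the isoforms and times this also removes differences between clones. The exclusion holds only for that version, which was chosen after the data were seen. A chance sorting of clones into isoforms cannot be judged, as the clones give 3 groupings, too few for a share under 0.05. For the 73 that differed between IRS-1 #10 and #20 at 24 h, a chance sorting of arrays can also be excluded (1 of 100, highest other 12). So it can for the 111 and 80 that differed between times in IRS-1 and IRS-2 (1 of 100 each, highest others 37 and 4). It cannot for the 14 that differed between the IRS-1 clones at 4 h (12 of 100, highest other 210) or the 1 between the IRS-2 clones at 4 h (8 of 100, highest other 44). The counts of 210 and 44 point to a structure of the arrays, which was not traced. In IRS-1 #20 at 4 h, the poly-A control signal of SFM array C was 9.28, against 7.85 in A and 7.93 in B. Whether that array gives the 210 was not tested. With the shared response left in, as set before, the reassignments do not model groups that respond alike and decide nothing: 3 and 4 of 100 for the isoforms (highest others 50 and 150), 3 and 10 for the IRS-1 clones (345 and 396), 11 for the IRS-2 clones at 4 h (111) and 1 for each isoform's times (49 and 8), with rank correlations of 0.0606 to 0.523 between a count and how unevenly the real treatment was kept on the sides.

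The SFM arrays at 24 h and 4 h, which the paper does not compare, differed in 12 probe sets in IRS-1 #10, 382 in IRS-1 #20, 125 in IRS-2 #1 and 263 in IRS-2 #6 by limma. Each comparison has 10 splits, too few for a share under 0.05, and the highest others were 1, 2, 2 and 0. Without replicate A the count of 12 was 72, and the count of 382 was 698 without replicate B and 248 without replicate C.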

How the results depend on the processing

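No gene, list or difference past its threshold changed sign under any alternative run. All 196 values of TGFB2 and TGFB1 under the alternatives, and all those of the receptors and adaptors, kept their side of the threshold, but values under it could change sign, such as TGFB1 in IRS-1 #10 at 4 h (-0.14 with all arrays, 0.082 without replicate B) and IRS4 (-0.018 with all arrays, 0.051 without replicate C). The late to early ratio crossed 1 for the limma counts in IRS-2 #1 and #6 with no fold threshold (1.94 and 1.64) and in IRS-1 #20 without replicate A (0.956), and at the study's thresholds in IRS-2 #6 without replicate C (1.01) and in IRS-2 #1 after normexp background subtraction (1.07). Of 741 values of the genes named by the rule, 682 were the same and 59 no longer past the threshold, of which 32 came from the mean of each gene's probe sets. Of 784 values of the genes of Fig 2B, 774 were the same, 8 weaker and 2 newly past the threshold. In the gene lists, 861 of 990 were the same and 118 weaker, 75 of these with an estimated correlation, and for the lists in signatures 45 of 48 were the same and 3 weaker, all 3 without a fold threshold. The dim filter moved no count by over 1.5 times and no other result past its spread or threshold, and neither did keeping the Affymetrix controls, a linear scale, complete linkage or the 2000 probe sets of highest variance, in the results each was run for. With background values not used here, what dim signal limits could not be measured.

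The changes that follow come from another test, threshold, adjustment, correlation or set counted, as the setting itself is built. With at least 2-fold in place of 1.5-fold, the probe sets called per clone and time came to 6 in place of 137 (IRS-1 #10 24 h), 3 in place of 34 (IRS-1 #10 4 h), 19 in place of 137 (IRS-1 #20 24 h), 10 in place of 60 (IRS-1 #20 4 h), 0 in place of 26 (IRS-2 #1 24 h), 10 in place of 59 (IRS-2 #1 4 h), 4 in place of 43 (IRS-2 #6 24 h) and 18 in place of 122 (IRS-2 #6 4 h). The limma signatures then came to 3 in place of 13 (Early IRS-1), 9 in place of 49 (Early IRS-2), 4 in place of 31 (Late IRS-1) and 0 in place of 7 (Late IRS-2). The ratio of limma counts at 24 h to 4 h then came to 2 in place of 4.03 (IRS-1 #10), 0 in place of 0.441 (IRS-2 #1) and 0.222 in place of 0.352 (IRS-2 #6). Probe sets with a difference between isoforms then came to 6 in place of 32 (24 h) and 2 in place of 16 (4 h). The probe sets that differ between clones then came to 7 in place of 73 (IRS-1 24 h) and 5 in place of 14 (IRS-1 4 h). The probe sets that differ between times then came to 8 in place of 111 (IRS-1) and 14 in place of 80 (IRS-2). With no fold threshold, the probe sets called per clone and time came to 4375 in place of 137 (IRS-1 #10 24 h), 991 in place of 34 (IRS-1 #10 4 h), 3930 in place of 137 (IRS-1 #20 24 h), 1684 in place of 60 (IRS-1 #20 4 h), 1723 in place of 26 (IRS-2 #1 24 h), 887 in place of 59 (IRS-2 #1 4 h), 2098 in place of 43 (IRS-2 #6 24 h) and 1281 in place of 122 (IRS-2 #6 4 h). The limma signatures then came to 353 in place of 13 (Early IRS-1), 531 in place of 49 (Early IRS-2), 1522 in place of 31 (Late IRS-1) and 735 in place of 7 (Late IRS-2). The ratio of limma counts at 24 h to 4 h then came to 1.94 in place of 0.441 (IRS-2 #1) and 1.64 in place of 0.352 (IRS-2 #6). Probe sets with a difference between isoforms then came to 260 in place of 32 (24 h) and 142 in place of 16 (4 h). The probe sets that differ between clones then came to 571 in place of 73 (IRS-1 24 h) and 1 in place of 0 (IRS-2 24 h). The probe sets that differ between times then came to 3272 in place of 111 (IRS-1) and 1520 in place of 80 (IRS-2). At an unadjusted limma p, the probe sets called per clone and time came to 40 in place of 26 (IRS-2 #1 24 h). The ratio of limma counts at 24 h to 4 h then came to 0.667 in place of 0.441 (IRS-2 #1). The probe sets that differ between clones then came to 35 in place of 14 (IRS-1 4 h), 39 in place of 0 (IRS-2 24 h) and 21 in place of 1 (IRS-2 4 h). With Bonferroni adjustment, the probe sets past the study's thresholds came to 2 in place of 138 (IRS-1 #10 24 h), 0 in place of 35 (IRS-1 #10 4 h), 0 in place of 136 (IRS-1 #20 24 h), 0 in place of 45 (IRS-1 #20 4 h), 0 in place of 36 (IRS-2 #1 24 h), 1 in place of 59 (IRS-2 #1 4 h), 0 in place of 42 (IRS-2 #6 24 h) and 0 in place of 120 (IRS-2 #6 4 h). The signatures at the study's thresholds then came to 0 in place of 13 (Early IRS-1), 0 in place of 49 (Early IRS-2), 0 in place of 31 (Late IRS-1) and 0 in place of 7 (Late IRS-2). The late to early ratio at the study's thresholds then came to 0 in place of 0.61 (IRS-2 #1). Counting probe sets that rose, the probe sets past the study's thresholds came to 69 in place of 138 (IRS-1 #10 24 h), 18 in place of 35 (IRS-1 #10 4 h), 28 in place of 45 (IRS-1 #20 4 h) and 4 in place of 42 (IRS-2 #6 24 h). The signatures at the study's thresholds then came to 6 in place of 13 (Early IRS-1), 19 in place of 31 (Late IRS-1) and 2 in place of 7 (Late IRS-2). The late to early ratio at the study's thresholds then came to 0.0374 in place of 0.35 (IRS-2 #6). By fold change alone, chosen after seeing the data, the probe sets past the study's thresholds came to 76 in place of 45 (IRS-1 #20 4 h). The late to early ratio at the study's thresholds then came to 1.87 in place of 3.02 (IRS-1 #20). With an unadjusted limma p for the study's test, the probe sets past the study's thresholds came to 76 in place of 45 (IRS-1 #20 4 h). The late to early ratio at the study's thresholds then came to 1.87 in place of 3.02 (IRS-1 #20). With an estimated correlation, the number of lists called came to 4 in place of 10 (IRS-1 #10 24 h), 1 in place of 9 (IRS-1 #10 4 h), 3 in place of 11 (IRS-1 #20 24 h), 1 in place of 9 (IRS-1 #20 4 h), 4 in place of 13 (IRS-2 #1 24 h), 1 in place of 9 (IRS-2 #1 4 h), 2 in place of 10 (IRS-2 #6 24 h), 4 in place of 11 (IRS-2 #6 4 h), 3 in place of 9 (isoform difference, 24 h) and 2 in place of 9 (isoform difference, 4 h).

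For the settings that follow, the cause was not tested. Under the methods' t-test with Benjamini-Hochberg adjustment, the probe sets called per clone and time came to 53 in place of 137 (IRS-1 #10 24 h), 0 in place of 34 (IRS-1 #10 4 h), 27 in place of 137 (IRS-1 #20 24 h), 0 in place of 60 (IRS-1 #20 4 h), 0 in place of 26 (IRS-2 #1 24 h), 3 in place of 59 (IRS-2 #1 4 h), 0 in place of 43 (IRS-2 #6 24 h) and 0 in place of 122 (IRS-2 #6 4 h). The limma signatures then came to 0 in place of 13 (Early IRS-1), 0 in place of 49 (Early IRS-2), 6 in place of 31 (Late IRS-1) and 0 in place of 7 (Late IRS-2). The ratio of limma counts at 24 h to 4 h then came to 0 in place of 0.441 (IRS-2 #1). After normexp background subtraction, chosen after seeing the data, the probe sets called per clone and time came to 212 in place of 137 (IRS-1 #10 24 h), 51 in place of 26 (IRS-2 #1 24 h) and 75 in place of 43 (IRS-2 #6 24 h). The probe sets past the study's thresholds then came to 260 in place of 138 (IRS-1 #10 24 h), 94 in place of 35 (IRS-1 #10 4 h), 207 in place of 136 (IRS-1 #20 24 h), 108 in place of 45 (IRS-1 #20 4 h), 129 in place of 36 (IRS-2 #1 24 h), 121 in place of 59 (IRS-2 #1 4 h), 118 in place of 42 (IRS-2 #6 24 h) and 193 in place of 120 (IRS-2 #6 4 h). The late to early ratio at the study's thresholds then came to 1.92 in place of 3.02 (IRS-1 #20), 1.07 in place of 0.61 (IRS-2 #1) and 0.611 in place of 0.35 (IRS-2 #6). The ratio of limma counts at 24 h to 4 h then came to 0.699 in place of 0.441 (IRS-2 #1). Among probe sets with a mean of at least 7, the probe sets called per clone and time came to 39 in place of 60 (IRS-1 #20 4 h). The correlation of responses then came to 0.467 in place of 0.391 (IRS-1 #10 24 h and IRS-1 #20 24 h), 0.536 in place of 0.446 (IRS-1 #10 24 h and IRS-2 #6 24 h), 0.443 in place of 0.387 (IRS-1 #10 4 h and IRS-1 #20 4 h) and 0.541 in place of 0.448 (IRS-1 #10 4 h and IRS-2 #1 4 h). The measures of array grouping then came to 80.4 in place of 76.6 (24 h, percent of sum of squares by clone), 5.27 in place of 4.76 (24 h, percent of sum of squares by IGF-I) and 81.6 in place of 78.2 (4 h, percent of sum of squares by clone). Using the mean of each gene's probe sets, the number of lists called came to 5 in place of 9 (IRS-1 #10 4 h). From only the 6 arrays of a comparison, the ratio of limma counts at 24 h to 4 h came to 3.5 in place of 2.28 (IRS-1 #20). Relative to SFM, chosen after seeing the data, the measures of array grouping came to 4 in place of 8 (24 h, groups of arrays on a branch of their own) and 4 in place of 8 (4 h, groups of arrays on a branch of their own). With the replicate letter as a block, the probe sets that differ between clones came to 2 in place of 0 (IRS-2 24 h) and 2 in place of 1 (IRS-2 4 h). Without the intensity trend, the probe sets that differ between clones came to 1 in place of 0 (IRS-2 24 h) and 0 in place of 1 (IRS-2 4 h). After median centring, the probe sets that differ between clones came to 0 in place of 1 (IRS-2 4 h). After quantile normalization, the probe sets that differ between clones came to 2 in place of 1 (IRS-2 4 h). The measures of array grouping then came to 4.98 in place of 4.76 (24 h, percent of sum of squares by IGF-I). With Bonferroni adjustment and under the methods' t-test with Benjamini-Hochberg adjustment, the late to early ratio has no value in 3 clones, where the 4 h count was 0.

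Leaving out each replicate letter in turn moved these results, and the cause was not tested. For the probe sets called per clone and time, the range was 123 to 216 (IRS-1 #10 24 h, 137 with all), 63 to 136 (IRS-1 #20 4 h, 60 with all), 58 to 96 (IRS-2 #1 4 h, 59 with all), 24 to 50 (IRS-2 #1 24 h, 26 with all) and 34 to 94 (IRS-2 #6 24 h, 43 with all). For the probe sets past the study's thresholds, the range was 51 to 90 (IRS-2 #1 4 h, 59 with all) and 25 to 86 (IRS-2 #6 24 h, 42 with all). For the signatures at the study's thresholds, the range was 7 to 16 (Early IRS-1, 13 with all). For the late to early ratio at the study's thresholds, the range was 3.2 to 6.93 (IRS-1 #10, 3.94 with all) and 0.154 to 1.01 (IRS-2 #6, 0.35 with all). For the ratio of limma counts at 24 h to 4 h, the range was 3.39 to 6.17 (IRS-1 #10, 4.03 with all), 0.956 to 3.11 (IRS-1 #20, 2.28 with all), 0.381 to 0.776 (IRS-2 #1, 0.441 with all) and 0.219 to 0.734 (IRS-2 #6, 0.352 with all). For the probe sets that differ between clones, the range was 8 to 16 (IRS-1 4 h, 14 with all), 44 to 68 (IRS-1 24 h, 73 with all) and 0 to 12 (IRS-2 4 h, 1 with all). For the probe sets that differ between times, the range was 111 to 185 (IRS-1, 111 with all). For the SFM probe sets that differ between times, the range was 9 to 72 (IRS-1 #10, 12 with all) and 248 to 698 (IRS-1 #20, 382 with all). For the correlation of responses, the range was 0.299 to 0.358 (IRS-1 #10 4 h and IRS-1 #20 4 h, 0.387 with all), 0.322 to 0.368 (IRS-1 #10 4 h and IRS-2 #1 4 h, 0.448 with all), 0.111 to 0.332 (IRS-1 #10 4 h and IRS-2 #6 4 h, 0.349 with all), 0.307 to 0.392 (IRS-1 #10 24 h and IRS-1 #20 24 h, 0.391 with all), 0.211 to 0.404 (IRS-1 #10 24 h and IRS-2 #1 24 h, 0.376 with all), 0.318 to 0.389 (IRS-1 #10 24 h and IRS-2 #6 24 h, 0.446 with all), 0.156 to 0.347 (IRS-1 #20 4 h and IRS-2 #1 4 h, 0.384 with all), 0.167 to 0.476 (IRS-1 #20 4 h and IRS-2 #6 4 h, 0.381 with all), 0.227 to 0.429 (IRS-1 #20 24 h and IRS-2 #1 24 h, 0.386 with all), 0.104 to 0.332 (IRS-1 #20 24 h and IRS-2 #6 24 h, 0.301 with all) and 0.173 to 0.408 (IRS-2 #1 4 h and IRS-2 #6 4 h, 0.479 with all). For the measures of array grouping, the range was 3.47 to 4.49 (4 h, percent of sum of squares by IGF-I, 3.33 with all), 78.7 to 81.9 (4 h, percent of sum of squares by clone, 78.2 with all), 5.14 to 5.26 (24 h, percent of sum of squares by IGF-I, 4.76 with all) and 77.1 to 78.8 (24 h, percent of sum of squares by clone, 76.6 with all).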

Differences from the paper's values

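At the study's stated thresholds, fewer probe sets passed here than the paper's figures show, by eye. For IRS-1 #10, the paper has about 240 at 4 h and about 820 at 24 h in Fig 1C, and 35 and 138 passed here. For IRS-1 #20, it has about 230 at 4 h and about 710 at 24 h in Fig 1C, and 45 and 136 passed here. For IRS-2 #1, it has about 210 at 4 h and about 270 at 24 h in Fig 1C, and 59 and 36 passed here. For IRS-2 #6, it has about 370 at 4 h and about 360 at 24 h in Fig 1C, and 120 and 42 passed here. For the probe sets shared by both clones, the paper has about 58 in Fig 2A for Early IRS-1, about 230 in Fig 2A for Late IRS-1, about 150 in Fig 2A for Early IRS-2 and about 94 in Fig 2A for Late IRS-2, and 13, 31, 49 and 7 were shared here. None of the alternatives set before the data were examined brought any of these 12 values within the paper's: Affymetrix controls kept, Bonferroni adjustment, a dim filter, an unadjusted limma p, a linear scale, quantile normalization, the replicate letters as a block (paired tests), probe sets that rose only, and each replicate letter left out. The alternatives chosen after seeing the values, background subtraction and fold change alone, did not either.

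The paper states that the early counts of the IRS lines are alike, and here they were 35, 45, 59 and 120. The lists here were written from general knowledge before the values were seen, so their members differ from the gene sets behind Table 1. Table 1 also rests on the same experiment, so neither likeness nor difference is an independent test of it. In Table 1 the paper lists the p53 pathway and the microtubule cytoskeleton for Late IRS-2, and the 4 Late IRS-2 genes held 0 of either list used here. With no fold threshold for the signatures, a setting chosen after seeing the values, 11 of 57 p53 genes (adjusted p = 1.61e-06) and 25 of 65 microtubule genes (adjusted p = 9.13e-22) were among its 528 genes, and this drops 0 of the terms below that Table 1 also lists. It drops focal adhesion from Early IRS-1 (adjusted p = 0.411), estrogen and progesterone receptor targets from Late IRS-1 (adjusted p = 0.055) and the interferon response from Early IRS-2 (adjusted p = 0.344), which Table 1 does not list. The lists overlap, as KIF14 is in those of mitosis and of the microtubule cytoskeleton. How far genes shared between lists give the 25 microtubule genes was not tested, so they cannot be read as a pathway apart from mitosis. By the lists used here, Early IRS-1 held p53 genes, Late IRS-1 genes of mitosis and Early IRS-2 focal adhesion genes, terms that Table 1 names for these signatures. The cell cycle pathway of Table 1 had no list of its own here, and its terms of transcription and protein kinase activity were not analysed here.

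Fig 2B draws TGFB2 and TNFRSF12A as regulated by both isoforms, MYBL2 as regulated by IRS-1 and ADM as regulated by IRS-2. The figure shows PCR normalized to RPLP0, and the values here are array calls at 1.5-fold. Measure and threshold differ, so a gene not called here does not contradict the PCR. TGFB2 was called in IRS-1 #20 and not in #10 (0.28 at 4 h, adjusted p = 0.133). TNFRSF12A was called at 4 h in IRS-2 #6 alone (0.66). In IRS-1 #10, IRS-1 #20 and IRS-2 #1 it was 0.28, 0.50 and 0.50, under 1.5-fold (adjusted p = 0.000468, 1.6e-09 and 1.11e-09). MYBL2 at 24 h was 0.52 in IRS-1 #10 and 0.31 in #20 (adjusted p = 2.06e-09 and 0.000125), under 1.5-fold. ADM at 4 h was 0.55 in IRS-2 #1 and 0.45 in #6 (adjusted p = 4.07e-08 and 2.47e-06), under 1.5-fold. With no fold threshold, TNFRSF12A, MYBL2 and ADM pass in these clones. SLC7A11, drawn as regulated by IRS-1, was called in #20 and, with the mean of its probe sets, in #10 (1.18). CCND1, CCL2 and GBP1 were called at 4 h in every clone, as drawn.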

Other observations

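Tests chosen only after the result was seen are those of the count of probe sets against Fig 1C and the reassignments with the shared response taken off.

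Interferon response genes responded more to IGF-I at 24 h in the IRS-1 clones than in the IRS-2 clones: of 48 genes, 2 were called in the difference, with a mean of 0.27 (adjusted p = 0.00201 from limma's camera with an estimated correlation, which holds for every list here). Within IRS-1 #10 and #20 the list rose by a mean of 0.23 and 0.25 and did not pass (adjusted p = 0.0964 and 0.0908). Of 32 genes of chemokines and NF-κB, 1 was called higher at 4 h in IRS-2 #6 (mean 0.13, adjusted p = 0.00201). Their response was lower in the IRS-1 clones than in the IRS-2 clones at 4 h (mean -0.11, 0 called, adjusted p = 0.000864) and higher at 24 h (mean 0.11, 1 called, adjusted p = 0.0368). The remaining lists of pathways passed in no comparison with an estimated correlation, with lowest adjusted p values of 0.0932 for 39 FOXO targets (IRS-1 #10, 24 h), 0.0803 for 28 genes of cholesterol synthesis (IRS-2 #6, 4 h), 0.218 for 39 genes of hypoxia and glycolysis (IRS-1 #20, 24 h), 0.176 for 45 genes of ribosome biogenesis (IRS-2 #1, 24 h) and 0.446 for 41 estrogen and progesterone receptor targets (IRS-2 #6, 24 h).

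Among the signatures, further overlaps were small. Early IRS-1 held 2 focal adhesion genes, CCND1 and THBS1, which are also its p53 pathway genes (Fisher's exact test, adjusted p = 0.00782), and Late IRS-1 held 2 FOXO targets and 2 estrogen and progesterone receptor targets (adjusted p = 0.00971 and 0.00971). Early IRS-2 held the same 2 genes of the p53 pathway, which are also among its focal adhesion genes, and 2 interferon response genes and 2 genes of TGFβ signaling (adjusted p = 0.0251, 0.0197 and 0.0152), and Late IRS-2 held 1 FOXO target (adjusted p = 0.0472).

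The cell-type lists were measured at these levels, which depend on each probe set's affinity: the median log2 level of 18 luminal genes was 12.14, that of 14 basal and mesenchymal genes 7.10 and that of 16 stromal and immune genes 7.64. None of these lists passed in any comparison, with lowest adjusted p values of 0.0908 (IRS-2 #6, 24 h, 0 genes called), 0.287 (IRS-2 #1, 24 h) and 0.307 (IRS-2 #6, 24 h). In SFM the clones labelled IRS-1 and IRS-2 differed in 3478 probe sets, of which 2109 were higher and 1369 lower in the clones labelled IRS-1.

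At the study's thresholds fewer probe sets passed than Fig 1C shows. By fold change alone, which bounds the count under any test, 35 to 142 passed, and in 8 of 8 comparisons this lay under the figure by over 1.5 times, so the test and its p-value alone do not account for the gap. Background left in the values may account for part of it: with background subtracted by normexp, 94 to 260 passed, and in 0 of 8 comparisons did this come within 1.5 times of the figure. The background the authors removed is not known, which keeps this open, and no biological explanation was tested.

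For each comparison of IGF-I with SFM there are 10 splits of its 6 arrays, too few for a share under 0.05. The limma counts and the highest of the other splits were 34 and 1 (IRS-1 #10, 4 h), 137 and 0 (24 h), 60 and 22 (IRS-1 #20, 4 h), 137 and 1 (24 h), 59 and 1 (IRS-2 #1, 4 h), 26 and 0 (24 h), 122 and 0 (IRS-2 #6, 4 h), and 43 and 1 (24 h). At the study's thresholds they were in the same order 35 and 3, 138 and 1, 45 and 27, 136 and 2, 59 and 16, 36 and 1, 120 and 2, and 42 and 43. Lists called with a preset correlation were 9 and 9, 10 and 10, 9 and 10, 11 and 12, 9 and 11, 13 and 11, 11 and 15, and 10 and 12, and with an estimated correlation 1 and 0, 4 and 0, 1 and 0, 3 and 1, 1 and 1, 4 and 0, 4 and 0, and 2 and 0. For the signatures, chance can be excluded: none of the other reassignments among 100 gave as many, with 13, 31, 49 and 7 shared probe sets and highest others of 0, 0, 0 and 0 by limma and 1, 0, 0 and 0 at the study's thresholds. For the lists that differ between isoforms, the reassignments judge the sorting of arrays into IGF-I and SFM, not that of clones into isoforms. With the shared response taken off, chance cannot be excluded at a preset correlation (9 lists at 4 h with 24 of 100 reassignments as high, highest other 15, and 9 at 24 h with 14 of 100, highest other 11). It can at an estimated one (2 lists with 2 of 100, highest other 2, and 3 lists with 1 of 100, highest other 2). With the shared response left in, which decides nothing for a difference, these were 7 and 21 of 100 at a preset correlation (highest others 12 and 11) and 1 and 1 of 100 at an estimated one (highest others 1 and 1). For the IRS-2 clones at 24 h, 0 probe sets differed by limma, 39 passed at an unadjusted p and the same fold, and all 100 reassignments gave at least as many either way (highest others 2 with the shared response taken off and 9 with it left in).

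The letters A, B and C did not pair the arrays: in 0 of 8 comparisons did all pairs of the same letter correlate above 0.1, and 4 of 24 IGF-I arrays correlated best with the SFM array of their own letter. With the letter as a block, the IRS-2 clones differed in 2 probe sets at 4 h and 2 at 24 h. The 3-prime minus 5-prime difference of GAPDH control probe sets was compared between IGF-I and SFM arrays (mean difference -0.0017, permutation p = 0.807, 24 arrays against 24).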
